# Clusterin drives myeloid bias in aged hematopoietic stem cells by regulating mitochondrial function

**DOI:** 10.1038/s43587-025-00908-z

**Published:** 2025-06-30

**Authors:** Ninghe Sun, Chun-Hsin Lin, Michelle Y. Li, Yuting Wang, Danyang Chen, Xiangle Ren, Feng Zhang, Yi Zhang

**Keywords:** Ageing, Ageing

## Abstract

Aged hematopoietic stem cells (HSCs) exhibit diminished self-renewal and myeloid-biased differentiation with a decline in hematopoiesis and adaptive immune function. However, the molecular regulation of this impaired function remains largely unknown. Here, through an in vivo CRISPR–Cas9-based screen, we uncovered clusterin (Clu) as a driver of biased differentiation. Clu is upregulated in aged HSCs, and its knockout diminishes biased differentiation. Clu promotes mitochondrial hyperfusion by interacting with Mfn2 in aged HSCs, and its ablation attenuates oxidative phosphorylation, improves mitophagy, and reverses myeloid-biased differentiation via the OXPHOS-p38-Cebpb axis. Transplantation of Clu-depleted aged HSCs into middle-aged mice results in balanced hematopoiesis and improved physical functions. Together, our data identify Clu as a critical regulator of aging-associated myeloid bias and reveal an Mfn2-OXPHOS-p38-Cebpb axis as the mechanism underlying how Clu upregulation in aged HSCs leads to myeloid-biased differentiation, providing a target for rejuvenation of aged hematopoietic and immune systems.

## Abstract (web summary)

Performing a CRISPR–Cas9 screen in aged mice, Sun and colleagues identify clusterin as a driver of myeloid-biased hematopoietic stem cell differentiation in aging, through regulation of mitochondrial function via a Mnf2-OXPHOS-p38-Cebpb regulatory axis.

## Main

The increased lifespan has resulted in a global increase in the aged population, prompting great interest in healthy aging research. Aging is a natural process accompanied by functional decline in tissues and organs, serving as a critical risk factor for chronic diseases and human pathologies^1^. Hematopoietic stem cells (HSCs) are the cell source of the hematopoietic and immune systems. Thus, maintaining their life-long self-renewal and differentiation capacity is critical. However, aging causes genetic and epigenetic changes that result in HSC dysfunction^2^. Due to aging-related dysfunctional hematopoiesis, the incidence of hematologic malignancies is elevated among older adults^3^. Interestingly, transfusion of young blood into an aged mouse rejuvenates multiple organs^4^, indicating that the aged hematopoietic system contributes to age-related whole-body functional decline.

As the source of all cell types of the hematopoietic system, long-term HSCs (LT-HSCs, referred to as HSCs) have been found to exhibit major malfunctions during aging. In the most undifferentiated form, HSCs can be quiescent, self-renew or differentiate into specialized blood cells under the influence of extrinsic factors such as cytokines and intrinsic factors such as transcription factors^5^. During aging, dysregulation of these factors leads to altered HSC fate and disrupts the HSC differentiation balance^6^. Furthermore, replacing HSCs of old mice with those of young mice can extend the lifespan of the old recipient mice^7^, suggesting that HSCs play a central role in systematic aging.

The hallmarks of aged HSCs include reduced self-renewal capacity, reduced homing efficiency and myeloid-biased differentiation^2^. A previous study showed that a subset of HSCs exhibit decreased lymphoid differentiation capacity during aging in transplanted mice, leading to a shift toward myeloid differentiation^8^. This myeloid-biased subset of HSCs proliferates more than balanced HSCs in aged mice with an overproduction of myeloid cells, resulting in a compromised immune system^9^. This finding indicates that myeloid-biased differentiation of aged HSCs is one of the main defects contributing to aging-related functional decline. However, the key players that cause the aging-associated myeloid bias and the underlying mechanisms are unclear, preventing the development of intervention strategies. Therefore, understanding the mechanisms underlying aging-associated myeloid-biased differentiation is an urgent need.

Recent studies suggest that mitochondria dysfunction is a prominent mechanism of aging-associated functional decline of HSCs^10^. For example, mitochondrial membrane potential is a determinant of the age-associated transcription state of HSCs affecting transcriptional rate, myeloid bias, reactive oxygen species (ROS) levels, and DNA repair^11^. Additionally, autophagy is critical for maintaining HSC stemness and regenerative potential by regulating mitochondria clearance^12^ while also playing a role in maintaining HSC quiescence in response to chronic inflammation and glycolytic impairment during aging^13^. By inducing mitochondrial recycling, urolithin A-supplemented food restores lymphoid compartments, boosts HSC function, and improves immune responses against viral infection in old mice^14^. Nicotinamide riboside administration also restores metabolism to a youthful state by promoting NAD homeostasis and clearance of defective mitochondria^15^. Collectively, these studies demonstrate that HSC state is directly linked to mitochondrial function in the context of aging.

Here, by performing a CRISPR-based loss-of-function screen of consistently upregulated genes in aged murine HSCs, we revealed clusterin (Clu) as a top candidate responsible for driving myeloid-biased differentiation in aged HSCs, which was confirmed by both loss- and gain-of-function studies. Mechanistically, we showed that an age-dependent increase in *Clu* expression leads to excessive mitochondrial fusion and oxidative phosphorylation (OXPHOS) with an increase in ROS, which activates the p38 MAPK signaling pathway, resulting in increased *Cebpb* expression. As a key transcription factor driving myeloid cell differentiation, upregulation of *Cebpb* leads to myeloid-biased differentiation of aged HSCs. Depletion of Clu can reverse the biased differentiation and alleviate aging-associated functional decline. Thus, our study provides insights into the mechanisms of myeloid-biased differentiation in aged HSCs and suggests manipulation of the Mfn2-OXPHOS-p38-Cebpb axis as a promising strategy for rejuvenation.

## Results

### Identifying Clu as a regulator of myeloid bias in aged HSCs

HSCs gradually lose their regenerative potential and produce a myeloid-biased output during aging, resulting in poor immune responses to infections^16^. Consistent with previous reports^17,18^, we observed increased frequency of myeloid cells relative to lymphoid cells (B and T cells) (Extended Data Fig. 1a), increased frequency of LT-HSCs (Extended Data Fig. 1b), reduced frequency of common lymphoid progenitors (Extended Data Fig. 1c) and increased frequency of CD41^+^ or CD61^+^ old HSCs (oHSCs) (Extended Data Fig. 1d,e) during aging.

To understand how the aging process leads to the functional decline of HSCs, we compared the transcriptomes of oHSCs with young HSCs (yHSCs) and identified 77 significantly upregulated genes in oHSCs (FPKM > 1, adjusted *P* value < 0.05, log_2_FC > 0.5) (Fig. 1a,b). We narrowed down this gene list to 50 by overlapping them with a previously identified 740 aging signature gene list^19^ (Fig. 1b and Supplementary Table 1). We ranked these 50 genes based on four criteria: (1) expression of candidate based on FPKM, (2) adjusted *P* value, (3) fold changes and (4) consistency in the aging signature^19^, resulting in 23 top candidates for in vivo CRISPR-based loss-of-function screen (Fig. 1c). We also included six genes (*Foxo3*, *Sphk2*, *Selp*, *Dnmt3a*, *Hsf1* and *Sirt2*) with known functions in hematopoiesis to explore their potential roles in regulating differentiation of aged HSCs.

**Fig. 1:**
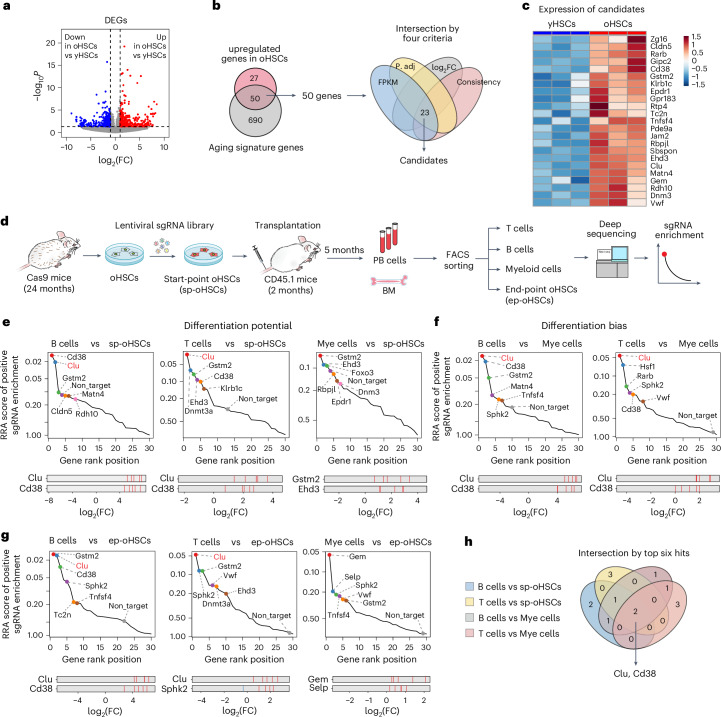
CRISPR screen identified Clu and Cd38 as regulators of myeloid-biased hematopoiesis. **a**, Volcano plot showing differentially expressed genes (DEGs) of oHSCs from old mice (24 months) compared with yHSC from young mice (2 months) (*n* = 3 per group; two-sided Wald test *P* value). **b**, Intersection of upregulated genes in oHSCs from our dataset and the public HSC aging signature genes (left panel). The four criteria used for inclusion (right panel). FPKM, fragments per kilobase of transcript per million mapped reads; log_2_FC, log_2_ fold change; P. adj, adjusted *P* value. **c**, Heatmap of the expression of candidates included in the CRISPR loss-of-function screen. **d**, Workflow of in vivo CRISPR screen in oHSCs. **e**, Rank plot showing screening results comparing mature B, T, and myeloid cells with sp-oHSCs. The *x* axis indicates the rank order of genes. The *y* axis indicates the gene’s robust rank aggregation (RRA) score for positive enrichment of sgRNAs. Bottom panel shows the distribution of the average fold change of three sgRNAs with the five barcodes for the top hits. Red bars indicate sgRNAs enrichment in B, T, or myeloid cells compared with sp-oHSCs for the top hits. **f**, Rank plot showing screening results comparing mature B or T cells with myeloid cells. The axes are the same as those in **e**. Red bars indicate sgRNAs enrichment in B or T cells compared with myeloid cells for the top hits. **g**, Rank plot showing screening results comparing mature B, T, and myeloid cells with ep-oHSCs. The axes and red bars are the same as those in **e**. Red bars indicate sgRNAs enrichment in B or T cells compared with ep-oHSCs for the top hits. **h**, Four pairwise comparisons identified *Clu* and *Cd38* as the top hits. PB, peripheral blood; BM, bone marrow; Mye, myeloid. Source data

To identify the genes involved in regulating hematopoiesis in aged HSCs, we used an in vivo barcode-based CRISPR screening method^20^. We performed CRISPR gene editing in oHSCs isolated from aged Cas9 mice (24 months). To target the candidate genes, lentiviral libraries of sgRNAs (three sgRNAs/gene) with five different barcodes for each sgRNA were constructed. Cas9-expressing oHSCs were infected with the libraries (referred to as start-point oHSCs (sp-oHSCs)). Then the sp-oHSCs were transplanted into lethally irradiated CD45.1 recipient mice. After 5 months, peripheral blood and bone marrow from the recipient mice were collected and hematopoietic cell types (CD11b^+^ myeloid cells, CD3^+^ T cells, B220^+^ B cells and LSK CD48^−^ CD150^+^ HSCs, hereafter referred to as endpoint oHSCs (ep-oHSCs)) were sorted for sgRNA sequencing and enrichment analysis (Fig. 1d).

Our screen system enabled three pairwise comparisons of HSC-derived immune cells to reveal loss-of-function effects of these genes on the lineage commitment from sp-oHSCs to mature B cells, T cells and myeloid cells (referred to as differentiation potential). Analysis of the results uncovered key roles of several genes in regulating HSC differentiation to specific hematopoietic lineages. For example, *Cd38* and *Clu* knockouts (KOs) strongly promote differentiation to B cells and T cells (Fig. 1e, left and middle panels), whereas *Gstm2* and *Foxo3* KOs strongly promote myeloid differentiation (Fig. 1e, right panel). Consistent with previous demonstration that *Foxo3* KO results in myeloproliferative syndrome^21^, our screen identified *Foxo3* as a top hit for myeloid differentiation after *Foxo3* KO (Fig. 1e, right panel). Importantly, our screen approach allowed a direct pairwise comparison between myeloid and lymphoid lineages to reveal genes whose loss of function resulted in differentiation bias of aged HSCs. The results revealed *Clu*, *Cd38*, *Gstm2* and *Hsf1* as the top hits (Fig. 1f). We also compared the B, T, and myeloid cells with ep-oHSCs, which reflect the differentiation of ep-oHSC to mature immune cells, and revealed *Clu*, *Gstm2*, *Cd38,* and *Sphk2* as the top hits (Fig. 1g). Inhibition of *Sphk2* sustains long-term self-renewal and increases regenerative potential^22^. Consistently, our screen also indicated that loss of *Sphk2* promotes oHSC differentiation (Fig. 1g). Finally, four pairwise comparisons identified *Clu* and *Cd38* as the common genes whose loss of function resulted in increased lymphoid differentiation (Fig. 1h).

### Manipulation of Clu levels affects HSC differentiation

As an enzyme responsible for NAD^+^ metabolism, the role of Cd38 in aging has been well documented^23^. Thus, our study focuses on Clu but uses Cd38 as a control whenever appropriate. Clu was reported as secreted mammalian chaperone functioning in an ATP-independent manner^24^. In addition to functioning as an extracellular chaperone, Clu has been proposed to play many roles in the cytosol^25^, including regulating tumorigenesis^26^ and mitochondrial-mediated apoptosis^27,28^, and its accumulation has been associated with neuronal degeneration, Alzheimer’s disease, and aging^29^. Furthermore, Clu may act as a suppressor or enhancer of pathology^30^. Although *Clu* is markedly upregulated in oHSCs^31,32^, it is unclear whether Clu can actively regulate the function of oHSCs. To validate our screen results, sgRNAs targeting *Clu* (sgClu) and cDNAs encoding *Clu* open reading frame were cloned into lentiviral vectors for KO or overexpression (OE), respectively. *Cd38* KO and OE were performed in parallel for comparison. To test the effects of *Clu* on HSC differentiation in vitro, cultured Cas9-expressing oHSCs and wild-type (WT) yHSCs were respectively infected with lentiviruses to knock out or overexpress *Clu*. Eight days after infection, cells were sorted and quantified based on the expression of myeloid markers (FcR^+^/Mac-1^+^) or megakaryocyte ratios (Extended Data Fig. 2a). *Clu* KO oHSCs exhibited decreased myeloid differentiation with no effect on megakaryocyte differentiation ratios. Conversely, *Clu* OE yHSCs showed increased myeloid differentiation and increased megakaryocyte ratios (Extended Data Fig. 2b,c). Similar results were obtained for *Cd38* KO and OE (Extended Data Fig. 2b, c). Interestingly, *Clu* OE exhibited a more significant effect on myeloid differentiation compared with that of *Cd38*. Furthermore, colony-forming unit (CFU) assay confirmed the decreased myeloid differentiation potential with *Clu* KO oHSCs exhibiting decreased unipotent mature colonies (BFU-E and CFU-GM) and increased multipotent immature colonies (CFU-GEMM) compared with the control (Extended Data Fig. 2d), indicating loss of myeloid differentiation and enhanced quiescence in *Clu* KO oHSCs. Collectively, these results demonstrate that both Clu and Cd38 have roles in promoting myeloid and megakaryocyte differentiation in vitro.

We next evaluated Clu’s role in vivo. *Clu* KO or OE HSCs were transplanted into recipient mice, and peripheral blood and bone marrow compositions were analyzed (Fig. 2a and Extended Data Fig. 3a). *Clu* KO resulted in increased lymphoid, decreased myeloid, and increased B cell output of oHSCs, indicating that Clu positively contributes to myeloid-biased differentiation (Fig. 2b and Extended Data Fig. 3b). Consistently, OE of *Clu* in yHSCs resulted in a decreased lymphoid, increased myeloid, and decreased B cell output (Fig. 2c and Extended Data Fig. 3b). These results demonstrate that manipulating *Clu* levels in HSCs influences relative lymphoid and myeloid outputs. Because loss of long-term reconstitution capacity is a feature of aged HSCs, we evaluated the effect of *Clu* KO in oHSCs and *Clu* OE in yHSCs on their reconstitution capacity. *Clu* KO in oHSCs resulted in increased peripheral blood chimerism over time, suggesting improved engraftment capacity and long-term reconstitution potential. In contrast, *Clu* OE in yHSCs resulted in decreased chimerism, indicating a deficiency in engraftment capacity (Extended Data Fig. 3c). Similar but weaker effects were obtained with *Cd38* manipulation (Extended Data Fig. 3d).

**Fig. 2:**
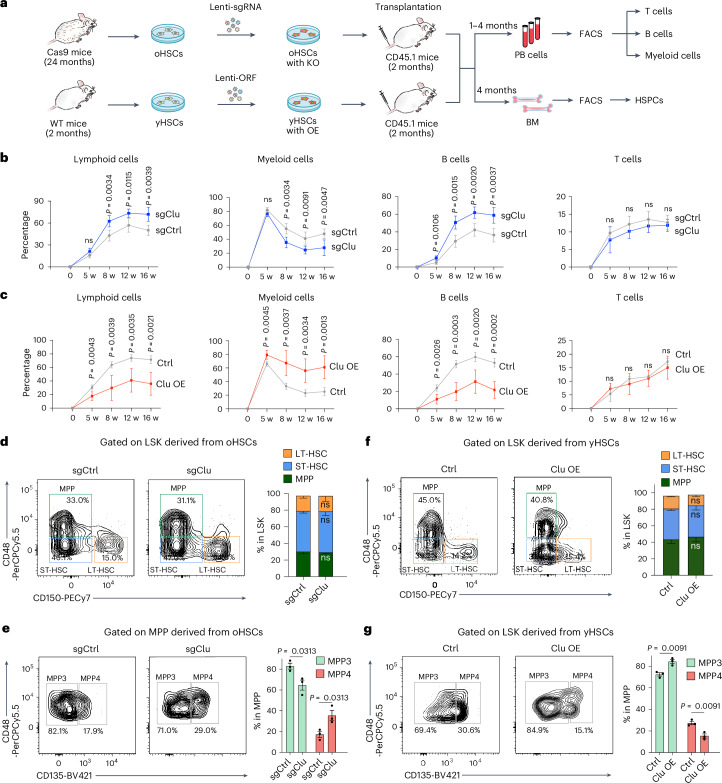
Manipulation of Clu levels in HSCs affects their differentiation. **a**, Workflow for testing the role of Clu in regulating HSC lineage commitment in vivo. **b**,**c**, Frequency of lymphoid, myeloid, B, and T cells in mCherry^+^ peripheral blood cells at different time points after transplantation in recipient mice with *Clu* KO (**b**) or *Clu* OE (**c**) (*n* = 5 per group). **d**, FACS profile (left) and relative abundance of the HSPC populations (right) in the mCherry^+^ LSK (Lin^−^ Sca1^+^ cKit^+^) derived from *Clu* KO oHSCs 4 months after transplantation in recipient mice compared with control mice (*n* = 3 per group). HSPC populations include LT-HSC (Cd150^+^ Cd48^−^), ST-HSC (Cd150^−^ Cd48^−^), and MPP (Cd150^−^ Cd48^+^). **e**, FACS profile (left) and relative abundance of the subpopulations (right) in the mCherry^+^ MPPs derived from *Clu* KO oHSCs 4 months after transplantation in recipient mice compared with control mice (*n* = 3 per group). MPP subpopulations include MPP3 (Cd135^−^ Cd48^+^) and MPP4 (Cd135^+^ Cd48^+^). **f**, FACS profile (left) and relative abundance of the HSPC populations (right) in the mCherry^+^ LSK (Lin^−^ Sca1^+^ cKit^+^) derived from *Clu* OE yHSCs 4 months after transplantation in recipient mice compared with control mice (*n* = 3 per group). **g**, FACS profile (left) and relative abundance of the subpopulations in the mCherry^+^ MPPs derived from *Clu* OE yHSCs 4 months after transplantation in recipient mice compared with control mice (*n* = 3 per group). Unpaired two-tailed Student’s *t*-test (**b**–**g**). Error bars represent mean ± standard deviation (s.d.) (**b,c**) or mean ± standard error of the mean (s.e.m.) (**d**–**g**). HSPC, hematopoietic stem and progenitor cell; ns, not significant; w, weeks. Source data

In addition to myeloid-biased differentiation, age-associated thymic involution resulting in immune senescence also contributes to immune dysfunction^33^. A reduction in the CD4^+^/CD8^+^ double-positive (DP) T cell population in the thymus of aged mice indicates severe thymic involution^34^. Thus, we analyzed changes in thymic subpopulations of recipient mice transplanted with *Clu* KO oHSCs or *Clu* OE yHSCs. We found *Clu* KO in oHSCs resulted in an expansion of DP T cells, whereas *Clu* OE in yHSCs resulted in a decline in DP T cells compared with controls (Extended Data Fig. 3e,f), indicating improved T cell output and hematopoiesis in terms of T cell development in the thymus with *Clu* KO, as well as the converse with *Clu* OE.

Collectively, these results demonstrate that upregulation of *Clu* in oHSCs contributes to sustained myeloid-biased differentiation, and loss of function of *Clu* shifts differentiation toward the lymphoid lineage.

### Manipulation of Clu in HSCs affects progenitor frequencies

In addition to peripheral blood, we analyzed the effect of *Clu* manipulation in HSCs on multipotent progenitors (MPPs) cell differentiation. To this end, hematopoietic stem and progenitor cells (HSPCs) were isolated from the bone marrow of recipient mice 4 months after transplantation (Fig. 2a). Using a described gating strategy^35,36^, long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), and MPPs were analyzed by FACS. MPP subpopulations were further separated into CD135^−^ myeloid-primed progenitors (MPP3) and CD135^+^ lymphoid-primed progenitors (MPP4). *Clu* KO in oHSCs and *Clu* OE in yHSCs did not alter the relative percentage of LT-HSC, ST-HSC, or MPP (Fig. 2d,f). However, *Clu* KO in oHSCs decreased the myeloid-primed MPP3 and increased the lymphoid-primed MPP4 percentage compared with control (Fig. 2e), whereas *Clu* OE in yHSCs increased MPP3s and decreased MPP4s (Fig. 2g), indicating that *Clu* expression induces changes in the ratio of the myeloid-primed and lymphoid-primed MPPs.

Collectively, these results demonstrate that Clu plays an important role in regulating HSC differentiation, and a deficiency of Clu increases differentiation of oHSCs into lymphoid-primed progenitors. Conversely, OE of *Clu* increases the differentiation of yHSCs into the myeloid-primed progenitors.

### Clu affects mitochondria morphology and metabolism

To understand how *Clu* KO in oHSCs leads to reversal of myeloid-biased differentiation, we performed RNA sequencing (RNA-seq) of oHSCs isolated from the bone marrow of recipient mice 4 months after transplantation (Fig. 3a and Extended Data Fig. 4a) and identified 723 down- and 466 upregulated genes (Fig. 3b and Supplementary Table 2). 

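The comparison rests on 7 RNA-seq libraries of transplanted oHSCs, 4 that received a guide RNA against Clu (sgClu) and 3 that received a control guide (sgCtrl). Donor-derived HSCs were sorted from recipient bone marrow 4 months after transplantation, and their RNA was amplified with SMART-Seq chemistry, which copies transcripts over their full length from small numbers of cells. The authors trimmed the reads with TrimGalore, aligned them to mm10 with Hisat2, counted them on genes with FeatureCounts and called genes with DESeq2 at a P value limit of 0.05 and an absolute log2 fold change limit of 0.5. The methods also name a Benjamini-Hochberg correction and do not say whether the limit applies to the corrected value. The deposited table gives a normalized value per gene and library, taken here as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), although its headers name no unit and TPM is not excluded. It covers 583 of the 1189 genes of the paper's Supplementary Table 2, so the genes had already been selected for a difference between these same libraries, and p-values computed from it are not independent evidence. Over these genes the values summed to between 10841 and 12502 FPKM in the sgClu libraries and between 17005 and 18573 FPKM in the sgCtrl libraries. Such sums over selected genes are not sequencing depths, and the depth of each library is unknown. Each gene was tested with limma on log2(FPKM + 1), two-sided, at these 2 limits with the p-value unadjusted, and fold changes on this scale understate the change of genes with low values. The targeted gene, Clu, is neither among the 583 genes nor among the 1189 of the paper's Supplementary Table 2. The labels were therefore not checked against it.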

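Of the 583 genes, 292 were lower and 90 were higher in sgClu than in sgCtrl oHSCs and past both limits. The values hold 447 of the 723 genes that the paper lists as lower and 136 of the 466 it lists as higher. The balance of these counts therefore follows in part from which genes are held. With Benjamini-Hochberg adjusted p-values from limma in place of unadjusted ones, 281 were lower and 84 higher. All 4 sgClu libraries lay below all 3 sgCtrl libraries for 306 genes and above them for 83. Of 583 genes not selected on these libraries, 33.3 (5.71%) would separate in either direction by chance. The authors selected these genes for such a difference, so the excess decides nothing. The count of lower genes moved most with TMM scaling over the listed genes, which removes part of a one-sided change by construction. It left 56 genes lower and 130 higher, and the median log2 fold change went from -0.52 to -0.07. The count of higher genes moved most with a log2 fold change limit of 1, which left 7. The largest decrease among genes that separated the groups and had a group mean of at least 10 FPKM was that of Plaur, which encodes the urokinase receptor and lies on chromosome 7 of mm10 from 24462484 to 24475968. It measured 27.5 ± 8.06 FPKM (SD, n = 4) in sgClu and 125.2 ± 24.4 FPKM (SD, n = 3) in sgCtrl oHSCs, a log2 fold change of -2.17 (SE 0.23, limma adjusted p = 0.0013). Ly6k (-2.17), Cxcl10 (-2.05), Fosl2 (-1.80) and Rrad (-1.73) followed in log2 fold change. The largest increase was that of Msrb1, a methionine sulfoxide reductase gene on chromosome 17 from 24736642 to 24742778, at 36.9 ± 6.61 FPKM (SD, n = 4) in sgClu and 14.5 ± 0.653 FPKM (SD, n = 3) in sgCtrl oHSCs, a log2 fold change of 1.28 (SE 0.16, limma adjusted p = 0.00219). Sf3a2 (1.09), Gm25360 (1.08), Ass1 (0.91) and Gm7367 (0.90) came next. Of these, Ass1, Gm25360 and the processed pseudogene Gm7367 share 55.3%, 38.0% and 88.7% of the 50-base words of their longest transcript with other genes, which leaves their values uncertain, and exons of Ly6k, Cxcl10, Rrad and Sf3a2 overlap those of other annotated genes.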

Gene ontology (GO) enrichment analysis of the upregulated genes identified multiple terms related to mitochondrial functions, including mitochondrial RNA metabolic process, mitochondrial transcription and positive regulation of autophagy (Fig. 3c), suggesting that Clu may regulate mitochondrial function in oHSCs.

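The values analysed here hold 136 of the 466 genes the paper lists as upregulated. Of a list of 31 genes of mitochondrial RNA metabolism and transcription, fixed before the data were examined, Fastkd3 was the only member among them. Fastkd3, which encodes a FAST kinase domain protein of mitochondria and lies on chromosome 13 from 68582234 to 68592338, measured 16.0 ± 3.72 FPKM (SD, n = 4) in sgClu and 9.02 ± 1.30 FPKM (SD, n = 3) in sgCtrl oHSCs. Every sgClu library was above every sgCtrl library, and the log2 fold change was 0.74 (SE 0.20, limma adjusted p = 0.0158). It ranged from 0.64 to 0.86 when each library was left out in turn. Of a list of 25 autophagy genes, 2 were among the values, and 0 of them were higher, at the adjusted or the unadjusted limit. Sqstm1 and Ulk1 were both lower in sgClu oHSCs, with log2 fold changes of -0.56 (SE 0.13) and -0.60 (SE 0.19), and Sqstm1, whose exons overlap those of Mrnip, moved to 0.06 after median-of-ratios scaling. Sqstm1 was not past the limits without sgCtrl replicate 1 (-0.48), nor Ulk1 without sgClu replicate 2 or sgCtrl replicate 3 (-0.48 each). Outside the lists, genes of both processes went in both directions. Those given here were chosen after their values were seen and are not a complete set. Among autophagy genes past the limits, Atg4c (0.57, SE 0.16) and Clec16a (0.81, SE 0.28) were higher in log2 fold change, and Rb1cc1 (-0.63, SE 0.16), Trp53inp2 (-0.86, SE 0.28) and Wac (-0.51, SE 0.15) were lower. Atg2a was lower at -0.47 (SE 0.18) and not past the limits, but passed them without sgCtrl replicate 3 (-0.60) and without sgClu replicate 3 or 4. Among genes of mitochondrial RNA, Mterf1b (0.61, SE 0.15) was higher and Rcc1l (-0.67, SE 0.22) lower. Mterf1b shares 61.3% of its 50-base words with other genes and is uncertain, and exons of Rb1cc1, Wac and Rcc1l overlap those of other annotated genes. After median-of-ratios scaling the 3 higher genes stayed past the limits, while Rb1cc1 went to -0.0965, Rcc1l to -0.11 and Wac to 0.078, and only Trp53inp2 (-0.63) stayed past them among the lower ones. Without sgCtrl replicate 2, Atg4c (0.49), Clec16a (0.64) and Wac (-0.44) were no longer past the limits. Wac also lost its call without sgCtrl replicate 1 and sgClu replicate 1 or 2, and Rcc1l without sgClu replicate 3 (-0.49) or sgCtrl replicate 1 (-0.59). Trp53inp2 was at -0.54 without sgCtrl replicate 3. It was not past the limits after TMM scaling (-0.62) or in a fit per gene without a shared variance (-0.86). Of 31 genes of the OXPHOS list, 0 were among the values. No enrichment was tested, because the values hold only genes that the authors had called, which leaves no background. From the terms enriched among the upregulated genes of its full table, the paper proposes that Clu may regulate mitochondrial function in oHSCs.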

**Fig. 3:**
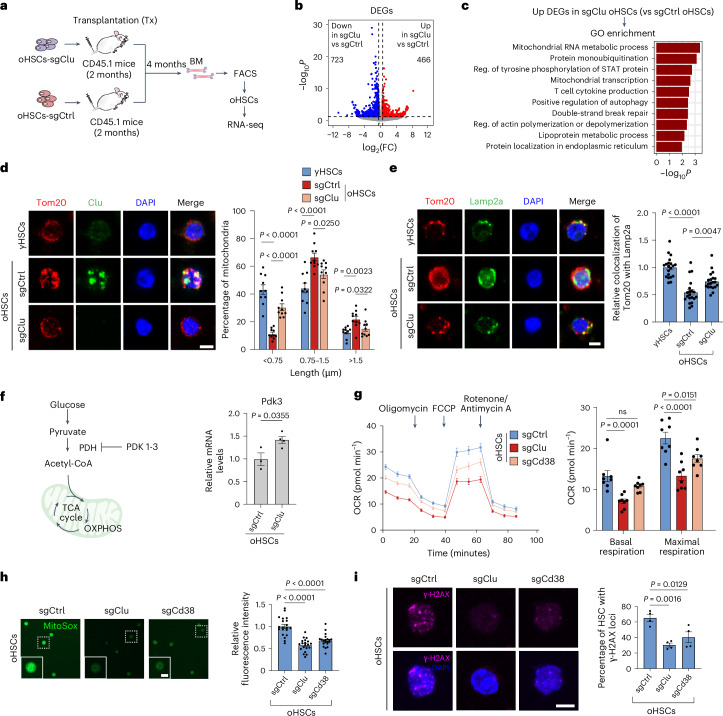
Clu regulates mitochondria function in aged HSCs. **a,** Experimental scheme for analyzing *Clu* KO effects on oHSCs’s transcriptome 4 months after transplantation. **b**, Volcano plot showing DEGs after *Clu* KO in oHSCs. Two-sided Wald test *P* value. **c**, GO enrichment analysis of the terms associated with upregulated genes in *Clu* KO oHSCs. Reg., regulation. **d**, Clu and Tom20 immunofluorescence images (left) and quantification of mitochondrial length in HSCs (*n* = 10 imaging fields containing 20 cells per group) (right). Scale bar, 5 μm. **e**, Lamp2a and Tom20 immunofluorescence images (left) and quantification of co-localization in HSCs (*n* = 20) (right). Scale bar, 5 μm. **f**, Scheme of the glucose to TCA cycle and the relative mRNA levels of *Pdk3* in response to *Clu* KO in oHSCs determined by RT-qPCR (sgCtrl: *n* = 3; sgClu: *n* = 4). **g**, Oxygen consumption rates (OCR) in oHSCs of *Clu* KO, *Cd38* KO, and Ctrl were measured under basal conditions, followed by subsequent addition of the oligomycin, FCCP, and rotenone/antimycin A, as indicated (left). Basal respiration and maximal respiration levels were calculated (right) (*n* = 8 per group). **h**, Labeling (left) and quantification (right) of ROS levels with MitoSox (*n* = 20 per group). Scale bar, 5 μm. **i,** Nuclear γ-H2AX immunofluorescence images (left) and quantification of percentage of HSCs with γ-H2AX loci (right) (*n* = 4 per group). Scale bar, 5 μm. One-way ANOVA with Tukey’s multiple comparison test (**d**,**e**). Unpaired two-tailed Student’s *t*-test (**f**). One-way ANOVA with Dunnett’s multiple comparison test (**g**–**i**). Error bars represent mean ± s.e.m. (**d**–**i**). Source data

Clu accumulation has been previously associated with aging and aging-related diseases^37^. However, the role of Clu in HSCs and more specifically in aged HSCs is unknown. Given its potential role in mitochondria, we examined the location of Clu protein in oHSCs. We found that Clu is mostly localized with mitochondria, as it largely overlaps with translocase of the outer mitochondrial membrane 20 (Tom20), a marker for the morphology of mitochondrial networks^38^ (Fig. 3d). Using a published method^39^, we quantified mitochondria length in HSCs. Interestingly, oHSCs have more mitochondria with a longer average length and a more complex network compared with yHSCs, suggesting a hyperfused mitochondria network in oHSCs. Importantly, Clu depletion in oHSCs reduced the average mitochondria length (Fig. 3d, right panel).

Functional mitochondrial fission machinery allows for proper segregation of dysfunctional components of mitochondrial networks and facilitates their degradation via mitophagy^12,40^. Based on the autophagy-related GO term (Fig. 3c) and the finding that increased Clu causes mitochondria fusion (Fig. 3d), we hypothesized that accumulation of hyperfused mitochondrial networks in oHSCs is accompanied by a decline in mitophagy. To test this hypothesis, we measured co-localization of Tom20 with the lysosomal marker Lamp2a, an indicator of mitophagy flux^41^. *Clu* KO both reduced the mitochondria network (Tom20 staining) and increased the co-localization of Tom20 with Lamp2a in oHSCs (Fig. 3e), indicating that loss of Clu reduces hyperfused mitochondria and facilitates mitophagy for the clearance of damaged mitochondria.

Mitochondria play an essential role in maintaining metabolic homoeostasis. Both stress and aging can disrupt metabolic homoeostasis, resulting in increased oxidative phosphorylation (OXPHOS) and metabolic activity, which was concomitant with impaired stem cell function^42^. In addition, pyruvate dehydrogenase kinases 3 (Pdk3) play key roles in metabolic checkpoints for HSC quiescence and stem cell maintenance^22^. Pyruvate dehydrogenase kinases can negatively regulate the glucose to OXPHOS switch by inhibiting pyruvate dehydrogenase (PDH) complex activity to prevent pyruvate from entering TCA cycling^22^ (Fig. 3f, left). Interestingly, *Clu* KO in oHSCs increased *Pdk3* mRNA levels but did not affect *Pdk1* or *Pdk2* (Fig. 3f and Extended Data Fig. 4b), which prompted us to analyze whether *Clu* KO results in a metabolic change. Using the Seahorse mito stress assay, we found that *Clu* KO resulted in a lower basal respiration and maximal respiration in oHSCs (Fig. 3g). This reduced OXPHOS metabolic rate implies a switch of aged HSCs back to the quiescent metabolic state, a characteristic of young LT-HSCs^15^.

Nicotinamide adenine dinucleotide (NAD^+^) is a central mediator of metabolic processes that plays an essential role in maintaining metabolic homoeostasis^43^. Analysis of the enzymes involved in NAD^+^ biogenesis and consumption indicated that only *Cd38* expression is significantly increased in oHSCs compared with yHSCs (Extended Data Fig. 4c,d). Consistent with age-associated increase of Cd38, the NAD^+^ level exhibited an age-associated decline in HSCs (Extended Data Fig. 4e). The decrease in NAD^+^ level is due to the age-associated Cd38 increase in HSCs, as KO of *Cd38*, but not *Clu*, resulted in a significant increase in the NAD^+^ level (Extended Data Fig. 4f). These results indicate that Cd38 depletion contributes to mitochondrial homeostasis through increasing NAD^+^ level. Consistent with its role in mitochondria homeostasis^15^, *Cd38* KO also reduced the maximal respiration in oHSCs with a less pronounced effect compared with *Clu* KO (Fig. 3g).

The increased OXPHOS in oHSCs with *Clu* and *Cd38* upregulation prompted us to measure ROS, as they are key features of aging and the mitochondrial metabolic pathway^44^. We found that *Clu* or *Cd38* KO reduced ROS production as indicated by decreased MitoSox labeling (Fig. 3h). Because ROS can induce DNA damage^45^, we measured DNA damage by staining the double stranded break marker γ-H2AX and found that *Clu* or *Cd38* KO reduced DNA double stranded breaks (Fig. 3i). Consistently, *Clu* or *Cd38* KO also decreased the signal of 53BP1 (Extended Data Fig. 4g), a DNA double stranded break binding protein^46^. Collectively, these data indicate that *Clu* or *Cd38* KO reduces OXPHOS, ROS, and DNA damages.

In summary, these results demonstrate that Clu plays a crucial role in regulating mitochondrial function during HSC aging. *Clu* KO switches the metabolism of oHSCs towards that of yHSCs with reduced OXPHOS, which improves the fitness of mitochondrial metabolism.

### Clu promotes mitochondrial fusion by interacting with Mfn2

To understand how *Clu* KO affects mitochondrial function, we performed transmission electron microscopy analysis and found that oHSCs with *Clu* KO had small and round mitochondria, whereas the Ctrl oHSC had elongated and swollen mitochondria (Extended Data Fig. 5a), which is consistent with our immunofluorescence data showing a reduced average mitochondria length with *Clu* KO (Fig. 3d). This indicates that Clu may play a role in regulating mitochondrial morphological dynamics.

Although Clu was reported as an extracellular chaperone, subsequent studies have demonstrated its roles in the cytosol^25,47^. After translation, Clu is transported to the endoplasmic reticulum (ER) lumen, where it undergoes the removal of the 22-mer ER signal peptide. After transportation to the Golgi, Clu is cleaved into alpha and beta subunits linked through disulfide bonds. This heterodimeric form (secreted Clu (sClu)) is then secreted out of the cells. However, under stress, non-cleaved full-length Clu is directly released from the ER into the cytosol (cytoplasmic Clu (cClu)) to perform its intracellular functions (Extended Data Fig. 5b)^25,47^. Interestingly, Clu can tightly attach to mitochondria to inhibit apoptosis by interacting with activated Bax in cancer cells^48^. Clu also disrupts mitochondrial distribution patterns in COS-7 cells^28^. Furthermore, Clu translated without exon2 has been reported to localize in the nucleus (nClu) to regulate cellular apoptosis^47,49^ (Extended Data Fig. 5b). Thus, it is important to determine the Clu isoforms present in oHSCs to understand how it performs it function in the context of aging.

PCR using cDNAs from HSCs followed by electrophoresis revealed the presence of exon2, indicating that the nClu form is not present in HSCs (Extended Data Fig. 5c). Because *Clu* OE increased the myeloid output of yHSCs (Extended Data Fig. 2b,c), we asked whether extracellular sClu has the same effect by adding recombinant murine Clu (rClu) to the culture medium of WT yHSCs followed by analyzing myeloid output after 8 days of culture (Extended Data Fig. 5d). Compared with the PBS control, the presence of rClu did not alter the Mac-1^+^/FcR^+^ myeloid output, whereas treatment with IL-1β, a known myeloid differentiation inducer^50^, significantly increased the myeloid output (Extended Data Fig. 5e). Similar results were also obtained in megakaryocytes (Extended Data Fig. 5f). These results indicate that intracellular Clu, but not extracellular Clu, is responsible for the increased myeloid output observed with *Clu* OE in yHSCs.

Given that Clu is retained in the cytosol under ER stress^51^, we postulated that aging-associated stress might cause retention of Clu in the cytosol. Western blot analysis indicated that the non-cleaved full-length cClu is increased whereas the cleaved sClu is decreased in oHSCs compared with yHSCs (Fig. 4a), indicating a shift from sClu to cClu with aging. The concurrent increase in cClu and mitochondrial hyperfusion in oHSCs (Fig. 3d) prompted us to ask whether cClu localizes to mitochondria. To this end, we infected HSCs with lentivirus expressing the full-length cClu with a v5-tag, which lacks the ER signal peptide to prevent secretion. Immunostaining confirmed that the cClu-v5 co-localized with mitochondria in HSCs (Extended Data Fig. 5g), consistent with mitochondria localization of endogenous Clu in aged HSCs.

**Fig. 4:**
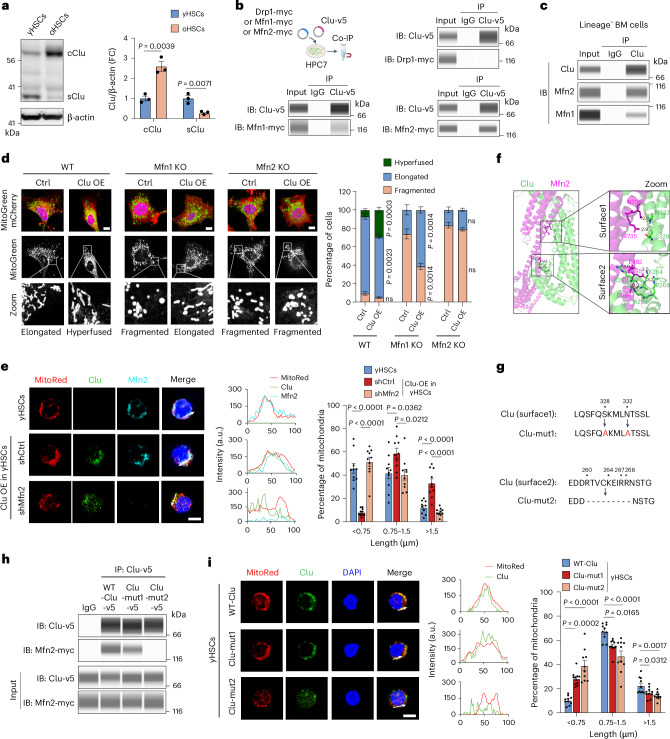
Clu specifically interacts with Mfn2 to enhance mitochondrial fusion. **a**, Immunoblot (left) and quantification (right) of cytoplasmic Clu (cClu) and secreted Clu (sClu) in yHSC and oHSC lysates (*n* = 3 per group). **b**, Co-immunoprecipitation (co-IP) analyses of cClu-v5 with Drp1-10 × myc, Mfn1-10 × myc or Mfn2-10 × myc overexpressed in HPC7 cells (*n* = 3). Immunoblots (IBs) were performed using automated ProteinSimple WES capillary electrophoresis system. **c**, Co-IP analysis of endogenous Clu with Mfn1 and Mfn2 in lineage negative (lineage^−^) bone marrow cells (*n* = 3). Immunoblots were performed using the ProteinSimple WES. **d**, Immunofluorescence images (left) and quantification (right) of mitochondria (MitoGreen) in WT, *Mfn1* KO and *Mfn2* KO MEFs without (Ctrl) or with cClu overexpression (*Clu* OE). MEFs were transduced with mCherry control or cClu-T2A-mCherry lentivirus (*n* = 4 per group). T2A was used to separate Clu and mCherry into two proteins. Scale bar, 10 μm. **e**, Immunofluorescence images of mitochondria (MitoRed), cClu-v5, and Mfn2 in shCtrl and shMfn2 yHSCs overexpressing cClu (left). Fluorescence intensity profile plots in arbitrary units (a.u. along the solid lines (middle) and quantification (right) of mitochondria length by MitoRed (*n* = 10 imaging fields containing 20 cells per group). Scale bar, 5 μm. **f**, Cytoplasmic Clu (UniProt: Q06890) and Mfn2 (UniProt: Q80U63) interacting surfaces predicted by AlphaFold 3. **g**, The amino acid sequences and their corresponding missense and deletion mutations (mut1 and mut2) on Clu surfaces predicted to be involved in Mfn2 interaction. **h**, Co-IP analyses of WT-cClu-v5, cClu-mut1-v5, or cClu-mut2-v5 with Mfn2-10 × myc. Clu mutants were separately overexpressed with Mfn2 in HPC7 cells (*n* = 3). Immunoblots were performed using the ProteinSimple WES. **i**, Immunofluorescence images of mitochondria (MitoRed) in WT-cClu, cClu-mut1, and cClu-mut2 overexpressed yHSCs (left). Fluorescence intensity profile plots in arbitrary units (a.u.) along the solid lines (middle) and quantification (right) of mitochondria length by MitoRed (*n* = 10 imaging fields containing 20 cells per group). Scale bar, 5 μm. Unpaired two-tailed Student’s *t*-test (**a**,**d**). One-way ANOVA with Tukey’s multiple comparison test (**e**,**i**). Error bars represent mean ± s.e.m. (**a**,**d**,**e**,**i**). Source data

Because Clu regulates mitochondrial morphological dynamics, we asked whether Clu interacts with regulators of mitochondrial fusion or fission. To this end, we co-expressed a v5-tagged cClu with a myc-tagged mitochondria fusion factor, Mfn1 or Mfn2, or a fission factor, Drp1, in the HSPC cell line HPC7 (Fig. 4b). Co-immunoprecipitation followed by western blot analysis demonstrated that Clu-v5 strongly interacted with Mfn2-myc and weakly interacted with Mfn1-myc but did not interact with Drp1-myc (Fig. 4b). We next asked whether the endogenous Clu interacts with Mfn2 or Mfn1 in bone marrow lineage negative HSPCs. Immunoprecipitation using a Clu antibody not only immunoprecipitated Clu, but also Mfn2 (strongly) and Mfn1 (weakly) (Fig. 4c), suggesting that Clu could promote mitochondria fusion by interacting with Mfn2 and Mfn1.

Next, we asked whether Clu-stimulated mitochondrial fusion requires the presence of Mfn1 and Mfn2. We tested this in mouse embryonic fibroblasts (MEF) cells, as MEFs allow for monitoring of mitochondrial morphology in a Mfn1 and Mfn2 dependent manner^39,52^. We assessed mitochondrial morphology (hyperfused, elongated or fragmented) in the presence or absence of *Clu* OE using *Mfn1* KO or *Mfn2* KO MEF cell lines (Fig. 4d). *Clu* OE resulted in hyperfused mitochondria with increased length compared with WT control (Fig. 4d, left imaging panel). Increased fragmentation was observed in *Mfn1* or *Mfn2* KO MEFs (Fig. 4d, middle and right imaging panels). In *Mfn1* KO MEFs, *Clu* OE significantly increased the percentage of elongated mitochondria (Fig. 4d, middle imaging panel), but *Clu* OE failed to achieve this effect in *Mfn2* KO MEFs (Fig. 4d, right imaging panel), suggesting that Clu-stimulated mitochondrial fusion requires Mfn2.

We next asked whether the same is true in HSCs. We constructed lentivirus simultaneously overexpressing *Clu* with shRNAs silencing *Mfn1* or *Mfn2*. Clu localization and mitochondrial morphology were then analyzed. Compared with control yHSCs, *Clu* OE showed a concomitant decrease in short mitochondria (<0.75 μm) and an increase of 0.75 to 1.5 μm and >1.5 μm mitochondria (Fig. 4e). Importantly, shRNA-mediated *Mfn2* knockdown decreased the co-localization of Clu with mitochondria and impaired Clu’s ability to promote mitochondrial fusion (Fig. 4e). However, *Mfn1* knockdown did not cause a change in the localization of Clu or mitochondrial length (Extended Data Fig. 5h), indicating that Mfn2 is required for Clu to induce mitochondrial hyperfusion in HSCs.

To further confirm the role of Clu-Mfn2 interaction in mitochondrial hyperfusion, we used AlphaFold 3 (ref. ^53^) to predict the interaction between Mfn2 and Clu. We identified two interaction surfaces (surface 1 and surface 2) on Clu (Fig. 4f) and generated two Clu mutants with mutations at these surfaces (Fig. 4g). Co-immunoprecipitation analysis following exogenous expression of tagged proteins demonstrated that the surface 1 missense mutation (Clu-mut1) reduced Clu’s interaction with Mfn2, whereas the surface 2 deletion mutation (Clu-mut2) completely abolished the Clu-Mfn2 interaction (Fig. 4h). Importantly, the surface 2 Clu mutant that fails to interact with Mfn2 also lost its ability to co-localize with mitochondria and fails to increase the mitochondrial length when compared with WT Clu (Fig. 4i), confirming that Clu-Mfn2 interaction is required for Clu’s role in stimulating mitochondrial hyperfusion.

Collectively, these results demonstrate that Clu plays a crucial role in regulating mitochondrial morphological changes during HSC aging through interaction with the fusion factor Mfn2.

### Loss of Clu downregulates p38 MAPK signaling in oHSCs

Mitochondrial fusion counteracts metabolic insults by enhancing OXPHOS and preventing mitophagy^54^. Consistently, we found that *Clu* KO in oHSCs not only increased mitophagy (Fig. 3e) but also decreased OXPHOS and ROS (Fig. 3g, h). In addition to causing DNA damage, ROS regulates cell signaling in different cell types^55^. To further understand how *Clu* expression might regulate HSC differentiation, we performed RNA-seq analysis comparing oHSCs with yHSCs after transplantation and identified 1,043 upregulated genes (Fig. 5a,b, Extended Data Fig. 5i and Supplementary Table 3). 

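Expression was measured in 7 libraries, 4 of transplanted oHSCs and 3 of transplanted yHSCs, prepared and processed by the authors as for the Clu KO libraries. The deposited values cover the 1043 genes of the paper's Supplementary Table 3. Since these genes had been called higher in oHSCs from the same libraries, genes that fell with age could enter only where the values and the authors' calls differ. Summed over the 1043 genes, the values came to between 71628 and 84123 FPKM in oHSCs and between 42199 and 54607 FPKM in yHSCs, which again is not a depth. By the same test, 652 genes were higher and 10 lower in oHSCs and past the limits. At adjusted p-values, the counts were 389 and 9. With the replicate number as a block, 752 genes were higher and 12 lower. In that fit 689 genes had a limma adjusted p under 0.05, against 398 without the block. The 4 oHSC libraries lay above the 3 yHSC libraries for 518 genes and below them for 17. By chance 59.6 of 1043 unselected genes would separate, but these genes were selected for a difference, so the excess decides nothing. Rescaling had the largest effect, with 121 genes higher and 60 lower after TMM scaling over the listed genes, and a shift of the median log2 fold change from 0.70 to 0.04. Leaving out replicate 3 of the yHSCs lowered the count of higher genes to 405. Clu, on chromosome 14 from 65968483 to 65981547, measured 8.16, 4.10, 1.30 and 9.03 FPKM in the 4 oHSC libraries and 4.18, 1.64 and 0.717 FPKM in the 3 yHSC libraries. The groups overlapped, and its log2 fold change of 1.00 (SE 0.52, limma adjusted p = 0.107) was not past the limits. The exact permutation test of the group means, two-sided, gave p = 0.286 and takes no account of replicate numbers. At each replicate number found in both groups, the oHSC library was above the yHSC library. The paper's statement that Clu is upregulated in oHSCs rests on a separate comparison of HSCs from old and young mice. With the replicate number as a block, the log2 fold change of Clu was 0.73 (SE 0.22, limma adjusted p = 0.0277) and past the limits. The block fit compares the numbered pairs and gives no weight to replicate 4 of the oHSCs, which has no partner. Whether the numbers mark true pairs is not known. The limma adjusted p of Clu ranged from 0.0277 to 0.708 over all alternatives.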

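Among genes with a group mean of at least 10 FPKM, Plscr2, a phospholipid scramblase gene on chromosome 9 from 92275602 to 92297752, rose from 2.92 ± 0.836 FPKM (SD, n = 3) in yHSCs to 30.5 ± 5.84 FPKM (SD, n = 4) in oHSCs, a log2 fold change of 3.01 (SE 0.24, limma adjusted p = 7.51e-05). The mast cell protease genes Cma1 and Tpsb2 and the noncoding gene 1700048O20Rik were listed at 0 in all 3 yHSC libraries. In the 4 oHSC libraries, Cma1 measured 54.6, 58.9, 11.6 and 11.8 FPKM, Tpsb2 30.1, 36.4, 6.55 and 10.4 FPKM, and 1700048O20Rik 19.7, 16.9, 28.0 and 28.5 FPKM. The pseudogene Gm7336 had a log2 fold change of 2.56 (SE 0.32, limma adjusted p = 0.000714). The 5 largest decreases were all in pseudogenes, led by Rpl13-ps6, a ribosomal protein pseudogene on chromosome 3 from 58987170 to 58987805, at 22.7 ± 3.45 FPKM (SD, n = 4) in oHSCs and 96.2 ± 2.45 FPKM (SD, n = 3) in yHSCs, a log2 fold change of -2.05 (SE 0.21, limma adjusted p = 0.000359). Gm10095 (-1.06), Gm15501 (-0.98), Gm4294 (-0.91) and Gm10132 (-0.76) followed. These 6 pseudogenes share between 72.5% and 100% of the 50-base words of their longest transcript with other genes, so reads from those genes can count towards them.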

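Of a list of 36 genes of the p38 MAPK pathway, 4 were among the 1043 genes, and 2 of these were higher in oHSCs and past the limits. Xdh, which encodes xanthine dehydrogenase and lies on chromosome 17 from 73883895 to 73950196, measured 5.76 ± 2.07 FPKM (SD, n = 4) in oHSCs and 0.449 ± 0.348 FPKM (SD, n = 3) in yHSCs, a log2 fold change of 2.20 (SE 0.28, limma adjusted p = 0.000744). Gadd45g, which encodes a stress sensor upstream of p38, lies on chromosome 13 from 51846678 to 51848468 and measured 24.0 ± 8.86 FPKM (SD, n = 4) against 12.7 ± 1.96 FPKM (SD, n = 3), a log2 fold change of 0.81 (SE 0.28, limma adjusted p = 0.0431) that was -0.0024 after TMM scaling. Mapk12, which encodes p38 gamma, and Spi1 had log2 fold changes of 0.54 (SE 0.33) and 0.61 (SE 0.31) and were not past the limits. With the replicate number as a block, Spi1 had 0.71 (SE 0.24, limma adjusted p = 0.0385) and passed them, while it turned to -0.24 after TMM scaling. Leaving out replicate 1 of the oHSCs brought Mapk12 past the limits (0.83), and leaving out replicate 1 of the yHSCs did so for Spi1 (0.84). Without replicate 3 of the yHSCs Spi1 fell to 0.23, and without replicate 4 of the oHSCs Mapk12 fell to 0.31. Of 20 oxidative stress response genes, 4 were among the values and 3 were past the limits. Srxn1, on chromosome 2 from 152105516 to 152111376, rose from 1.03 ± 0.298 FPKM (SD, n = 3) to 2.91 ± 0.668 FPKM (SD, n = 4), a log2 fold change of 0.93 (SE 0.23, limma adjusted p = 0.0165). Hmox1 and Gpx3 had log2 fold changes of 0.93 and 1.00, but Gpx3 overlapped between the groups and was not past the limits without replicate 3 of the yHSCs (0.63) or without replicate 1 or 4 of the oHSCs. Adjusted over the list alone, 2 p38 and 3 oxidative stress genes passed an adjusted p of 0.05, and 2 of each passed over all 1043 genes.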

Interestingly, in addition to the enrichment of myeloid differentiation and response to oxidative stress, GO analysis of the 1,043 upregulated genes in oHSCs revealed the enrichment of the p38 MAPK pathway (Fig. 5c), suggesting that this pathway might be activated during aging. 

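In sgClu oHSCs, 9 of the 36 p38 MAPK list genes were among the 583 values, and all 9 were lower than in sgCtrl oHSCs and past the limits. Adjusted over the list alone, all 9 passed an adjusted p of 0.05, and over all 583 genes 8 did. Neither count is independent evidence, since the authors chose the genes on these libraries. Of the 9 genes, 3 (Gadd45b, Dusp1 and Zfp36) also belong to a list of immediate early and dissociation stress genes. All 27 genes of that list among the values were lower, and an effect of cell handling on them stays open. Gadd45b, which encodes an activator of the p38 cascade and lies on chromosome 10 from 80930073 to 80932204, measured 14.1 ± 3.36 FPKM (SD, n = 4) in sgClu and 31.7 ± 8.76 FPKM (SD, n = 3) in sgCtrl oHSCs, a log2 fold change of -1.11 (SE 0.23, limma adjusted p = 0.00717). Per1 (-1.39) and Vegfa (-1.25) had larger log2 fold changes, and Mapk12 had -0.73 (SE 0.25). Dusp1, which encodes a phosphatase that inactivates p38, fell from 309.4 ± 59.7 FPKM (SD, n = 3) to 195.5 ± 25.1 FPKM (SD, n = 4), a log2 fold change of -0.65 (SE 0.18, limma adjusted p = 0.017). An annotated transcript of Ergic1 overlaps the exons of Dusp1. As genes of an activator and of an inactivator both fell, the lower RNA does not give the direction of p38 activity. The smallest change was -0.52 for Dusp16. With each library left out in turn, between 6 and 9 of the genes were past the limits. Without sgCtrl replicate 3 it was 6, as Dusp16 went to -0.23, Mapk12 to -0.46 and Zfp36l1 to -0.41. Dusp16 also lost its call without each of the 4 sgClu libraries, and without sgCtrl replicate 1 Mapk12 (-0.703) and Zfp36 (-0.48) lost theirs. After median-of-ratios scaling over the listed genes, 3 of the 9 genes stayed past the limits and 8 stayed negative, after TMM scaling 3 and 7, and after column-total scaling 4 and 9.

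**Figure D1:**
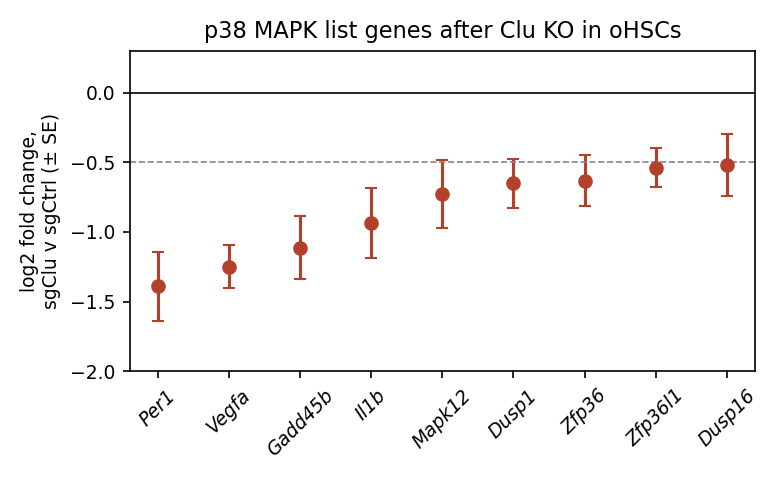
Log2 fold change of FPKM + 1 in sgClu (n = 4) against sgCtrl (n = 3) oHSCs for the 9 p38 MAPK list genes among the values. Points are limma estimates and bars their SE, the dashed line marks -0.5, and all 9 points lie below it. With each library left out in turn, between 6 and 9 genes are past the limits, and after median-of-ratios and TMM scaling 8 and 7 of the genes are negative. Gadd45b, Dusp1 and Zfp36 also belong to the immediate early and dissociation stress list.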

Further analysis of the downregulated genes in response to *Clu* KO in oHSCs showed the enrichment of the p38 MAPK pathway (Fig. 5d), indicating that *Clu* upregulation in oHSCs might be responsible for p38 activation. These observations combined with previous findings that the p38 MAPK pathway is activated by ROS, DNA damage, and cytokine release^56^, as well as the observation that increased ROS can abrogate the reconstituting capacity of HSCs^57^, suggest that Clu might regulate HSC differentiation by activating p38. To investigate whether p38 is activated by increased Clu in oHSCs, we examined the active form of p38 (phosphorylated p38 (p-p38)) levels and found that the p-p38 levels were higher in oHSCs compared with that in yHSCs (Fig. 5e, lane 3 vs lane 1). Importantly, *Clu* KO downregulates the p-p38 level in oHSCs (Fig. 5e, lane 4 vs lane 3). Increasing ROS through antimycin A treatment further elevated p-p38 levels (Fig. 5f, lane 3 vs lane 1), indicating that p-p38 can sense changes in ROS. Importantly, antimycin A-induced ROS increase compensated the decrease of p-p38 caused by *Clu* KO (Fig. 5f, lane 4 vs lane 2), indicating ROS is downstream of Clu. Conversely, inhibiting ROS by treatment with the antioxidant *N*-acetylcysteine (NAC) blocked Clu OE induced p-p38 increase in yHSCs (Fig. 5g, lane 4 vs lane 2).

**Fig. 5:**
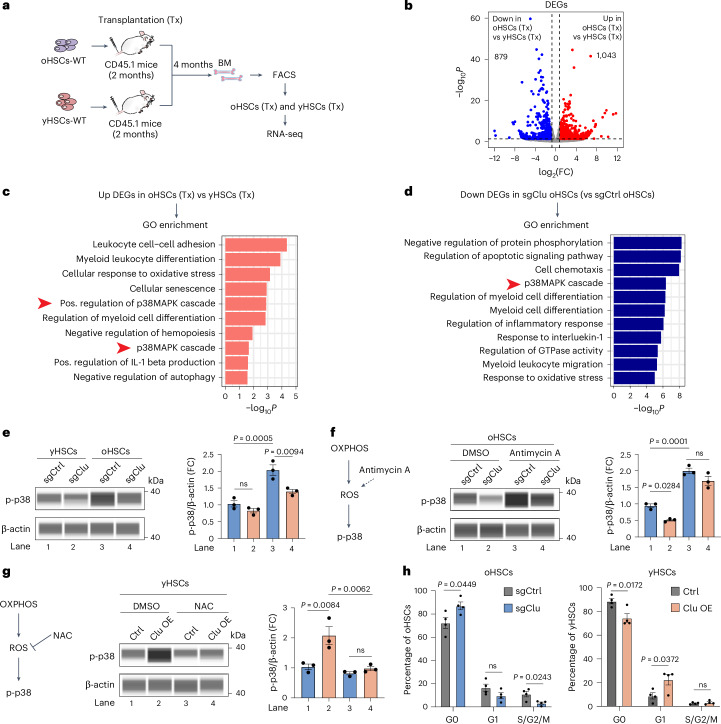
Clu activates the p38 MAPK pathway in oHSCs. **a**, Experimental scheme for comparing transcriptomes of oHSCs and yHSCs 4 months after transplantation (Tx). **b**, Volcano plot showing DEGs between transplanted oHSCs and yHSCs. Two-sided Wald test *P* value. **c**, Enriched GO terms of upregulated genes in transplanted oHSCs compared with yHSCs. **d**, Enriched GO terms of downregulated genes in *Clu* KO (sgClu) oHSCs compared with control oHSCs (sgCtrl). Pos., positive. **e**, Immunoblot (left) and quantification (right) of p-p38 protein levels in yHSCs and oHSCs with or without *Clu* KO (*n* = 3 per group). Immunoblots were performed using the ProteinSimple WES. **f**, Immunoblot (left) and quantification (right) of p-p38 protein levels in control and *Clu* KO oHSCs with or without antimycin A treatment (*n* = 3 per group). Immunoblots were performed using the ProteinSimple WES. **g**, Immunoblot (left) and quantification (right) of p-p38 protein levels in control and *Clu* OE yHSCs with or without *N*-acetylcysteine (NAC) treatment (*n* = 3 per group). Immunoblots were performed using the ProteinSimple WES. **h**, Cell cycle distribution of control (sgCtrl) or *Clu* KO (sgClu) oHSCs (left). Cell cycle distribution of control (Ctrl) or *Clu* OE yHSCs (right) (*n* = 4 per group). One-way ANOVA with Tukey’s multiple comparison test (**e**–**g**). Unpaired two-tailed Student’s *t*-test (**h**). Error bars represent mean ± s.e.m. (**e**–**h**). Source data

The p38 MAPK pathway regulates cell cycle transitions, thus affecting HSC quiescence^58^. During transplantation, quiescent donor HSCs are induced to proliferate and differentiate in recipient bone marrow, and most will return to quiescence to avoid exhaustion^59^. However, inducing HSCs to a continuously proliferative state leads to HSC exhaustion^2^. To assess the effect of Clu manipulation on cell state, we analyzed the cell cycle phase distribution of *Clu* KO oHSCs and *Clu* OE yHSCs 16 weeks after transplantation. *Clu* KO in oHSCs resulted in increased percentages of cells in G0 phase, whereas *Clu* OE in yHSCs resulted in a decrease in the G0 phase compared with controls (Fig. 5h). These results indicate that *Clu* KO facilitates the maintenance of oHSCs in a quiescent state, whereas *Clu* OE in yHSCs promotes their exit from a quiescent state (G0) to enter the cell cycle.

Collectively, *Clu* KO changed the metabolism of oHSC towards that in yHSC with reduced OXPHOS and downregulated p-p38 levels by reducing intracellular ROS. Thus, our data support the existence of a Clu-OXPHOS-p38 signaling pathway in aged HSCs.

### Clu regulates myeloid-biased hematopoiesis through Cebpb

Consistent with myeloid-biased differentiation of oHSCs, analysis of the upregulated genes in oHSCs revealed enrichment of myeloid-related terms (Fig. 5c). However, *Clu* KO reduced the genes related to myeloid cell differentiation in oHSCs (Fig. 5d). 

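Of a list of 32 myeloid differentiation and function genes, 15 were among the 1043 genes, and 13 were higher in oHSCs and past the limits, with a median log2 fold change of 0.85 over the 15. Elane, which encodes neutrophil elastase and lies on chromosome 10 from 79886247 to 79888215, measured 4509 ± 856.7 FPKM (SD, n = 4) in oHSCs and 2186 ± 312.6 FPKM (SD, n = 3) in yHSCs, a log2 fold change of 1.04 (SE 0.23, limma adjusted p = 0.012). Mpo, on chromosome 11 from 87793581 to 87804413, measured 1615 ± 501.1 FPKM (SD, n = 4) against 678.4 ± 105.4 FPKM (SD, n = 3), a log2 fold change of 1.21 (SE 0.28, limma adjusted p = 0.0146). Cd14 (1.55) and Fcgr3 (1.50) had larger log2 fold changes at lower levels, and Fcgr3, Fcgr2b and Lyz2 share 12.8%, 11.4% and 15.4% of their 50-base words with other genes, while Csf1r (0.26, and 0.13 without replicate 1 of the yHSCs) and Spi1 were not past the limits, although Spi1 was with the replicate block. Median-of-ratios scaling left 3 of the 13 genes past the limits, and 8 of the 15 positive, with Ctsg, Lyz2, Ms4a3, Trem3, Fcgr2b, Csf1r and Spi1 turning negative. Leaving out replicate 3 of the yHSCs left 9 genes past the limits. From the terms enriched among the upregulated genes, the paper proposes that the p38 MAPK pathway might be activated during aging and states that myeloid terms accompany the myeloid bias of oHSCs.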

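Of the myeloid list, 5 genes were among the 583 values, and 4 of them (Cebpb, Cd14, S100a9 and Ly6c2) were lower in sgClu oHSCs and past the limits. Ly6c2, which marks monocytes and lies on chromosome 15 from 75108158 to 75111970, measured 135.6 ± 27.3 FPKM (SD, n = 4) in sgClu and 282.3 ± 50.9 FPKM (SD, n = 3) in sgCtrl oHSCs, a log2 fold change of -1.06 (SE 0.20, limma adjusted p = 0.00573). It shares 13.3% of its 50-base words with other genes. Cd14 and S100a9 had log2 fold changes of -1.60 (SE 0.50) and -1.98 (SE 0.60), but their groups overlapped, and Cd14 was not past the limits without sgCtrl replicate 1 (-1.31). Replicate 3 of sgCtrl, at 7.36 FPKM for Cd14 and 1.87 FPKM for S100a9, fell within the range of the sgClu libraries, whose highest values were 7.39 and 2.09 FPKM. S100a8 was the gene not past the limits, at a log2 fold change of -2.09 (SE 0.93), with 158.7, 162.1 and 14.2 FPKM in the 3 sgCtrl libraries, and it passed them without the last of these (-3.22, SE 0.67) and without sgClu replicate 2 (-2.62). All 5 stayed negative after each rescaling, and 1 stayed past the limits.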

To determine how *Clu* upregulation in oHSCs contributes to myeloid differentiation, we focused on transcriptional factors (TFs), which are known to play critical roles in regulating lineage commitment of HSCs^60^. We applied Metascape to predict the candidate TFs that regulate the upregulated genes in oHSCs, which revealed Cebpb as a top candidate TF (Fig. 6a). Consistently, Cebpb-deficient mice exhibited reduced myelocytes^61^, suggesting that Cebpb may play an important role in myeloid cell differentiation during aging. 

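Cebpb encodes a transcription factor of the C/EBP family and is a single-exon gene on chromosome 2 of mm10 from 167688915 to 167690418. Its exon overlaps an annotated transcript of Tmem189, whose reads the authors' counting may assign either way. Cebpb measured 79.1, 103.7, 66.0 and 84.6 FPKM in the 4 libraries of transplanted oHSCs and 35.5, 37.0 and 19.6 FPKM in the 3 of yHSCs. The means were 83.3 ± 15.6 FPKM (SD, n = 4) and 30.7 ± 9.68 FPKM (SD, n = 3), a log2 fold change of 1.45 (SE 0.28, limma adjusted p = 0.00718). All oHSC libraries were above all yHSC libraries. The exact permutation test of the group means, two-sided with the smaller tail doubled, gave p = 0.0571, the smallest p that 4 libraries against 3 allow. Counting instead the splits whose difference is at least as large in size gave an exact permutation p of 0.0286. The log2 fold change ranged from 1.16 to 1.60 with each library left out in turn and was 0.60 after TMM scaling over the listed genes.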

RNA-seq also revealed that *Cebpb* is upregulated in oHSCs compared with that in yHSCs (Fig. 6b). 

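After Clu KO, Cebpb measured 34.6, 52.5, 40.6 and 59.5 FPKM in the 4 sgClu libraries and 102.5, 90.0 and 63.6 FPKM in the 3 sgCtrl libraries of oHSCs. The means were 46.8 ± 11.3 FPKM (SD, n = 4) and 85.4 ± 19.9 FPKM (SD, n = 3), a log2 fold change of -0.86 (SE 0.23, limma adjusted p = 0.0173). The groups did not overlap, although the highest sgClu library and the lowest sgCtrl library were close. Here too the exact permutation test gave p = 0.0571, which is the smallest it can give (0.0286 for a permutation count by size). Leaving out each library in turn kept the log2 fold change between -1.05 and -0.71. Scaling over the listed genes brought it to between -0.28 and -0.22, and it was then no longer past the limits. Its adjusted p ranged from 0.0103 to 0.582 over all alternatives.

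**Figure D2:**
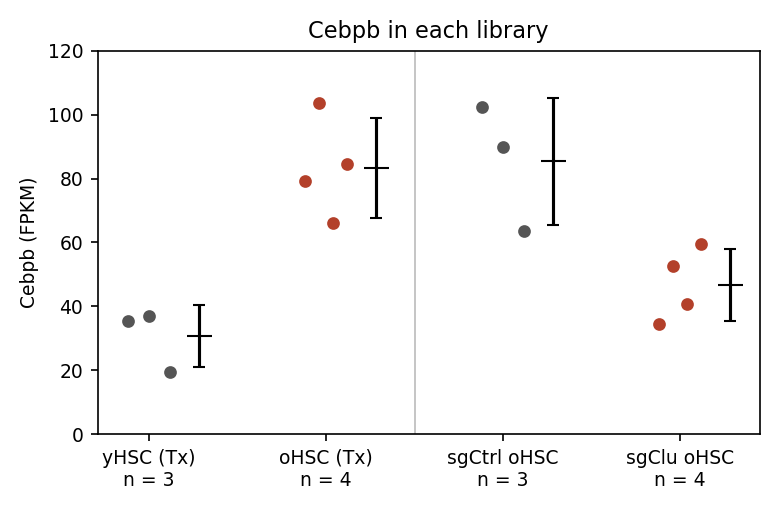
Cebpb expression in FPKM in each library of transplanted yHSCs (n = 3) and oHSCs (n = 4) and of sgCtrl (n = 3) and sgClu (n = 4) oHSCs. Points are libraries, and the bar beside each group is its mean ± SD. The sgClu libraries reach 59.5 FPKM and the lowest sgCtrl library is at 63.6 FPKM.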

Importantly, *Clu* KO decreased the *Cebpb* mRNA level (Fig. 6c). Real-time quantitative PCR (RT-qPCR) further confirmed the downregulation of *Cebpb* mRNA after *Clu* KO in oHSCs (Fig. 6d). Collectively, these data suggest that Clu might regulate myeloid bias through upregulation of *Cebpb*.

**Fig. 6:**
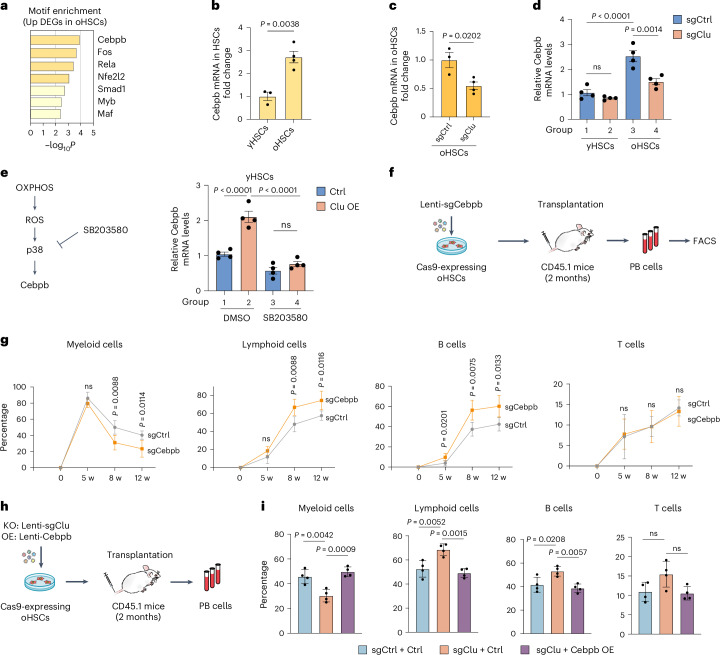
Clu regulates myeloid-biased hematopoiesis through p38 and Cebpb. **a**, Heatmap of transcription factor motif enrichment based on the upregulated genes in oHSCs compared with yHSCs. **b**, Relative *Cebpb* mRNA levels in yHSCs and oHSCs measured by RNA-seq (yHSCs: *n* = 3; oHSCs: *n* = 4). **c**, Relative *Cebpb* mRNA levels in control and *Clu* KO oHSCs measured by RNA-seq (sgCtrl: *n* = 3; sgClu: *n* = 4). **d**, RT-qPCR analysis of *Cebpb* mRNA levels in yHSCs and oHSCs with or without *Clu* KO (*n* = 4 per group). **e,** RT-qPCR analysis of *Cebpb* mRNA levels in control and *Clu* OE yHSCs with or without SB203580 treatment (*n* = 4 per group). **f**, Schematic of HSC transplantation after *Cebpb* KO in oHSCs. **g**, Frequency of myeloid, lymphoid, B, and T cells in mCherry^+^ peripheral blood cells at different time points after transplantation with *Cebpb* KO oHSCs in recipient mice (*n* = 5 per group). **h**, Schematic of HSC transplantation after *Clu* KO with or without *Cebpb* OE in oHSCs. **i**, Frequency of myeloid, lymphoid, B, and T cells in mCherry^+^ peripheral blood cells at 3 months after transplantation with *Clu* KO combined with or without *Cebpb* OE oHSCs in recipient mice (*n* = 4 per group). Unpaired two-tailed Student’s *t*-test (**b,c,g**). One-way ANOVA with Tukey’s multiple comparison test (**d,e,i**). Error bars represent mean ± s.e.m. (**b**–**e**); mean ± s.d. (**g**,**i**). Source data

Because p38 activation promotes the expression or activation of transcription factors^62^, we next asked whether *Cebpb* is upregulated by *Clu* OE, and if so, whether it is mediated by p38 activation. We found that *Cebpb* is upregulated by *Clu* OE (Fig. 6e, lane 2 vs lane 1), and this effect is blocked by the presence of a p38 inhibitor (SB203580) (Fig. 6e, lane 4 vs lane 2), indicating that Clu-mediated p38 activation is responsible for Cebpb upregulation.

Next, we asked whether myeloid bias in aged HSCs could be alleviated by decreasing Cebpb expression in vivo. To this end, we infected Cas9-expressing oHSCs with lentiviruses expressing sgRNA that target *Cebpb* and transplanted the *Cebpb* KO oHSCs into recipient mice (Fig. 6f). Peripheral blood analysis revealed that *Cebpb* KO in oHSCs is sufficient to decrease myeloid differentiation and increase B cell differentiation (Fig. 6g). To further demonstrate that Cebpb is a downstream factor mediating the effect of Clu, we asked whether reduced myeloid differentiation by *Clu* KO in oHSCs can be restored by overexpressing *Cebpb* (Fig. 6h). HSC transplantation followed by peripheral blood analysis demonstrated that the decreased myeloid or increased lymphoid differentiation in *Clu* KO was completely reversed by ectopic expression of *Cebpb* (Fig. 6i), highlighting the role of Cebpb in myeloid-biased differentiation triggered by *Clu* upregulation in oHSCs.

Taken together, these results provide strong evidence that upregulation of Clu in oHSCs regulates differentiation by activating p38, which in turn upregulates Cebpb causing myeloid-biased differentiation.

### Clu loss of function rejuvenates aged hematopoietic system

Having revealed the mechanism of Clu in myeloid-biased differentiation, we next asked whether we can correct the myeloid bias to achieve rejuvenation by depleting Clu. To this end, we isolated Cas9-expressing HSCs from aged mice followed by transduction with lentiviruses expressing sgRNAs targeting *Clu* and then transplanted them into 15-month-old recipients. After 4 to 7 months, peripheral blood, immune cells, and physical functions of the recipient mice were analyzed to evaluate the effects of *Clu* KO (Fig. 7a). Because *Cd38* KO has similar effects on oHSC differentiation (Extended Data Fig. 3d), we also performed parallel experiments with *Cd38* KO. We found *Clu* or *Cd38* KO resulted in decreased myeloid and increased B cell outputs (Fig. 7b), as well as increased MPP4 and IgM producing B cells (Fig. 7c,d). Importantly, both *Clu* and *Cd38* KO increased the absolute number of lymphocytes without changing the total white blood cell counts (Fig. 7e,f). The improved hematopoiesis and immune system also resulted in better physical (grip strength test, pole test, rotarod test) and brain (novel object recognition test) functions (Fig. 7g), indicating loss function of *Clu* or *Cd38* in oHSCs has a rejuvenation effect while *Cd38* KO exhibiting a weaker effect than *Clu* KO (Fig. 7b,g).

**Fig. 7:**
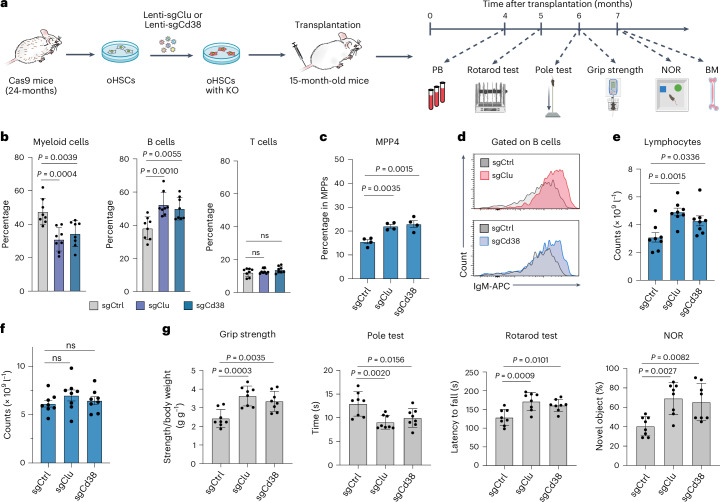
Clu loss of function rejuvenates aged HSCs and systemic mouse functionality. **a**, Strategy for testing the in vivo effect of *Clu* or *Cd38* KO in oHSCs transplanted into 15-month-old mice. Timeline of the blood and behavioral tests after transplantation of oHSCs with *Clu* or *Cd38* KO. Behavioral test icons in a created with BioRender.com. **b**, Frequency of myeloid, B, and T cells in mCherry^+^ peripheral blood cells at 4 months after transplantation with *Clu* or *Cd38* KO oHSC in the recipient mice (*n* = 8 per group). **c**, Frequency of MPP4 cells in bone marrow at 7 months after transplantation with *Clu* or *Cd38* KO oHSCs in the recipient mice (*n* = 4 per group). **d**, Histogram of IgM^+^ B cells at 4 months after transplantation with *Clu* or *Cd38* KO oHSCs in the recipient mice. **e**,**f**, Total lymphocyte and white blood cell numbers after transplantation with *Clu* or *Cd38* KO oHSCs in the recipient mice (*n* = 8 per group). **g**, Behavioral tests of recipient mice transplanted with *Clu* and *Cd38* KO oHSCs. Grip strength: measurements of the ratio of the mouse strength to body weight. Pole test: measurements of the total time the mice used to climb down from top to bottom. Rotarod test: measurements of the latency to fall. Novel object recognition (NOR): measurements of the rate of exploring a novel object (*n* = 8 per group). One-way ANOVA with Dunnett’s multiple comparison test (**b**,**c**,**e**,**f**,**g**). Error bars represent ± s.d. (**b**,**g**) or mean ± s.e.m. (**c**,**e**,**f**). Source data

To evaluate the translational potential of our findings, we asked whether administration of an available potent Cd38 chemical inhibitor 78c^63^ is able to correct the myeloid bias and improve immune and physical function. To this end, 78c was administered to 16-month-old mice daily for 3 months. After a 1-month rest, peripheral blood composition, functional immune cells, and physical functions were analyzed (Extended Data Fig. 6a). We found that 78c treatment significantly decreased myeloid cell and increased lymphoid cell output (Extended Data Fig. 6b). Aged immune systems undergo accumulation of exhausted cells and reduced generation of T and B lymphocytes with immune decline^64^. To evaluate the effect of 78c in restoring youthful immune features, we examined the T and B cell subsets and found that mature B cell frequency is increased in old mice with 78c treatment compared with the saline control, whereas the frequency of aged B cells is decreased (Extended Data Fig. 6c,d). Similarly, the frequency of naive T cells is increased after 78c treatment (Extended Data Fig. 6e). These results indicate that 78c treatment corrected the age-related myeloid bias and improved the immune system. Importantly, 78c treatment also improved physical and brain functions (Extended Data Fig. 6f), highlighting 78c as a potential rejuvenation agent.

## Discussion

Aging is associated with increased myelopoiesis and decreased lymphopoiesis, resulting in an impaired immune system that is defective in responding to pathogens^65^. To understand the mechanisms underlying these aging-related hematopoietic defects, we performed a CRISPR-based screen and identified Clu, whose upregulation in oHSCs drives myeloid-biased differentiation. We demonstrate that Clu promotes mitochondrial hyperfusion through interaction with Mfn2, which promotes hyperactive mitochondrial OXPHOS with increased ROS production. This in turn activates p38 MAPK, leading to *Cebpb* upregulation to drive myeloid-biased differentiation. We further demonstrate that KO of *Clu* in oHSCs alleviates myeloid-biased differentiation and improves immune function, leading to whole-body rejuvenation. Our study identifies Clu as a driver of aging-related defects and reveals an OXPHOS-p38-Cebpb axis through which Clu mediates myeloid-biased differentiation of oHSCs, suggesting a possible targeting strategy for rejuvenation. Further work will be required to comprehensively understand the impact of Clu on OXPHOS.

Although Clu has been reported to be upregulated in oHSCs^31,32^, it was unclear whether it actively regulates the function of oHSCs. Here we provide several lines of evidence suggesting that Clu is a driver of myeloid-biased differentiation in oHSCs. First, *Clu* is expressed at a low level in yHSCs and is upregulated in oHSCs (Fig. 1c). Second, *Clu* KO reduced myeloid differentiation and increased lymphoid differentiation in oHSCs (Fig. 2b), whereas *Clu* OE in yHSCs increased myeloid differentiation and reduced lymphoid differentiation (Fig. 2c). Third, *Clu* KO decreased the percentage of myeloid-primed MPP3 and increased the percentage of lymphoid-primed MPP4 (Fig. 2e). Conversely, *Clu* overexpression resulted in the opposite effects (Fig. 2g). Differences in the relative percentage of myeloid- or lymphoid-primed MPPs in response to changes in *Clu* expression likely explain the biased myeloid and lymphoid outputs in peripheral blood. Our results are consistent with a recent study demonstrating that Clu-positive HSCs progressively expand with aging and display an increased propensity for myeloid-biased differentiation^66^. Manipulation of *Cd38* also resulted in similar results (Extended Data Fig. 3d), consistent with a recent report^67^.

Analysis of the upregulated genes from *Clu* KO revealed a link to mitochondria function. Although Cd38 has been linked to mitochondria through NAD^+^ metabolism, how Clu regulates mitochondrial function in HSCs was unknown. Interestingly, hyperfused mitochondria are greatly reduced in response to *Clu* KO (Fig. 3d), indicating that Clu serves as a mitochondrial stress regulator in aged HSCs. Importantly, *Clu* KO increased the localization of mitophagy marker Lamp2a to mitochondria in oHSCs (Fig. 3e), indicating *Clu* KO improves mitochondria fitness by increasing mitophagy for the damaged mitochondria clearance. Strikingly, *Clu* KO in oHSCs significantly reduced the basal and maximal respiration (Fig. 3g), as well as ROS and DNA damage (Fig. 3h,i). These changes in mitochondria functions support the notion that *Clu* KO might revert oHSCs back to a more quiescent state with lower respiration and metabolism, which are characteristics of yHSCs^42^.

Clu has different isoforms with varied localization in cells^25,47^. However, cClu is the major form in oHSCs (Fig. 4a). Several lines of evidence support that upregulation of Clu in oHSCs promotes mitochondria hyperfusion through Mfn2 interaction. First, cClu co-localizes with mitochondria in HSCs. Second, Clu physically associates with the mitochondrial fusion proteins Mfn2 and Mfn1 (Fig. 4b,c). Third, Clu’s co-localization with mitochondria and Clu-stimulated mitochondria fusion are both dependent on Mfn2 (Fig. 4e). Finally, disruption of the Clu–Mfn2 interaction abolished Clu’s capacity to stimulate mitochondrial fusion (Fig. 4i), demonstrating a key role of Mfn2 in mediating Clu’s function. Consistent with previous proposals that Clu functions as an adaptor in promoting hetero-protein complex stability^68,69^, our finding that Clu promotes mitochondrial hyperfusion through interacting with Mfn2 to form a fusion complex provides further evidence, supporting that Clu functions by promoting hetero-protein complex stability.

Given that increased ROS abrogates the reconstituting capacity of HSCs through ROS-induced activation of p38 MAPK^57^, we asked whether Clu-mediated OXPHOS and ROS elevation can activate p38 and found that the p-p38 levels were higher in oHSCs compared with yHSCs, and *Clu* KO reduced the p-p38 level in oHSCs (Fig. 5e). We also provided several lines of evidence demonstrating that upregulation of *Cebpb* by p-p38 is responsible for myeloid-biased differentiation in oHSCs. First, Cebpb binding motif is the most enriched in the promoters of upregulated genes in oHSCs compared with yHSCs (Fig. 6a), and *Cebpb* is upregulated in oHSCs compared with yHSCs (Fig. 6b). Second, *Cebpb* is downregulated in response to *Clu* KO (Fig. 6c,d). Third, Clu-mediated *Cebpb* upregulation can be blocked by p38 inhibition (Fig. 6e). Fourth, *Cebpb* KO in oHSCs reduced myeloid and increased lymphoid output (Fig. 6g), and finally, *Clu* KO-induced differentiation changes are blocked by *Cebpb* OE (Fig. 6i). Collectively, our study reveals how Clu mediates mitochondrial hyperfusion and promotes myeloid-biased differentiation in oHSCs via an OXPHOS-p38-Cebpb axis.

We also assessed the long-term effect of *Clu* KO in oHSCs by transplantation, which revealed that *Clu* KO in oHSCs not only reduced the aging-associated myeloid bias and increased the lymphoid population but also improved physical and brain functions (Fig. 7b–g). Similarly, *Cd38* KO in oHSCs or treatment with a Cd38 inhibitor 78c resulted in balanced differentiation, improved immune proportion and improved physical and brain function (Fig. 7b–g and Extended Data Fig. 6). Our results are in line with 78c as a rejuvenation agent^63^ and are consistent with recent studies demonstrating that Cd38 inhibition improves aging-related ovary functional decline, maintains mouse fertility^70^ and extends mice lifespan^71^. However, our study additionally demonstrates that 78c alleviates aging-associated myeloid bias and increases functional immune cells. Importantly, our results indicate that *Clu* KO has a more pronounced effect compared with *Cd38* KO (Fig. 7b–g), highlighting Clu as a potential therapeutic target for rejuvenation.

Collectively, our study identified Clu as a regulator of mitochondrial fusion and revealed the OXPHOS-p38-Cebpb axis through which Clu regulates myeloid differentiation bias in oHSCs (Extended Data Fig. 7). *Clu* KO attenuates aged HSCs and whole-body functional decline. Although our study is performed in mice, aging-induced Clu upregulation has been reported in human HSCs^72^ and hematopoietic progenitor cells^73^. Given that aging-induced Clu upregulation is conserved in human HSCs, targeting Clu can be a potential therapeutic intervention in aging-related functional decline.

## Methods

### Mouse strains and cell line

All experiments with animals were conducted in accordance with the National Institutes of Health's *Guide for the Care and Use of Laboratory Animals* and approved by the IACUC of the Boston Children’s Hospital and Harvard Medical School. 24-month-old male and female Rosa26-Cas9 knock-in mice were used for the CRISPR–Cas9-based screen and individual gene KO. Two-month-old male and female Rosa26-Cas9 knock-in mice (# 026179), as well as the 2-month-old and >18-month-old C57BL/6J male and female mice (# 000664), were purchased from the Jackson Laboratory. Two-month-old CD45.1 male and female mice (# 002014) were purchased from the Jackson Laboratory. All mice were kept under specific pathogen-free conditions within an environment controlled for temperature (20–22 °C) and humidity (40–70%) and were subjected to a 12-h light/dark cycle.

HEK293T cells (ATCC, CRL-3216) were grown in Dulbecco’s modified Eagle medium (DMEM, Thermo Fisher, cat #11-960-069) with 10% fetal bovine serum (FBS, Corning, cat #35010CV). HPC7 lines were routinely maintained in IMDM (Thermo Fisher Scientific, #12440053) supplemented with 10% FBS, 1.5 × 10^−4^ M MTG and SCF.

### Plasmid cloning and lentiviral packaging

The pCF221 with five barcodes encoding the U6-sgRNA and mCherry was digested with *BsmB*I (NEB, R0580) and gel extracted (Zymo Research, D4008). Three sgRNAs targeting different exons of each candidate gene were designed by Benchling (www.benchling.com). All 90 sgRNA oligos (Supplementary Table 4) with adapter sequences were synthesized by IDT and pooled in equal molarity. The pooled sgRNA oligos were amplified and cloned into the *BsmB*I-digested vector. Ligated vectors were transformed into competent cells (NBE, C3040H) and cultured for 10 h. Plasmids were extracted using the ZymoPURE II Plasmid Purification Kit (Zymo Research, D4202), and the sgRNAs in the plasmids were verified by sequencing.

Three sgRNAs targeting each gene in our CRISPR screen were chosen for individual gene KO. The sgRNAs were ordered from IDT and cloned individually into the *Bsm*BI-digested vector. Each cloned vector was verified by Sanger sequencing using the human U6 promoter sequencing primer. For each gene, three plasmids containing the sgRNAs were co-transfected into 293T cells. Lentivirus packing were performed in HEK293T cells and purified by Lenti-X concentrator (Takara, # 631232) or ultracentrifugation.

For Clu, Cebpb OE in HSCs, Clu ORF or Cebpb ORF gBlock was synthesized by IDT and then cloned into pCF221 with mCherry. For co-immunoprecipitation, cClu (without the 22-mer signal) was synthesized by IDT. cClu was fused with a v5 tag at the C-terminus and cloned into pCF221 without mCherry. Mfn1-10 × Myc (#23212), Mfn2-10 × Myc (#23213), and pcDNA3.1(+)-Drp1 (#34706) were purchased from Addgene. Mfn1-10 × Myc and Mfn2-10 × Myc were amplified by PCR and cloned into pCF221 individually. Drp1 was cloned into pCF221 and another 10 × myc was added to the C-terminus of Drp1. cClu-mut1 has two missense mutations on surface 1, and cClu-mut2 has a deletion on surface 2. cClu-mut1 and cClu-mut2 were synthesized by IDT and cloned into pCF221 without mCherry separately. All cloning was performed using DNA Assembly Master Mix (NEB, #E2621S).

For simultaneous OE of cClu and knockdown of Mfn1 or Mfn2 in HSCs, shRNA sequences targeting Mfn1 or Mfn2 were cloned downstream of the U6 promoter in pCF221-cClu-v5 vector by replacing the sgRNA cassette. The high scored shRNA sequence was designed by the Genetic Perturbation Platform (GPP) of Broad Institute.

To overexpress cClu in MEFs, cClu was fused to mCherry at the C-terminus and T2A was inserted between Clu and mCherry to allow for the cleavage of both proteins. The cClu-T2A-mCherry fragment was cloned into pCF221.

### HSC isolation, sorting and culture

The humerus, pelvic, femur, and tibia bones of the mice were isolated. The bones were cut into fine pieces and suspended in 1 × PBS (Gibco, 10010-023). The solution was filtered with a 70 µm cell strainer. The cells were centrifuged at 400 *g* for 10 min and resuspended with PBS in a FACS tube. HSPCs were isolated via magnetic separation using Streptavidin RapidSpheres from the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (StemCell Technologies, 19856) according to the manufacturer’s instructions. The isolated cells were centrifuged at 400 g and resuspended with PBS. After staining, the cells were sorted with SH800S Cell Sorter (Sony Biotechnology) and cultured in plates containing DMEM F12, 1 × P/S/G, 10 mM HEPES, 1 mg ml^−1^ PVA, 1 × ITSX, 100 ng ml^−1^ TPO, 10 ng ml^−1^ SCF. The cells were incubated at 37 °C in 5% CO_2_. All antibodies used are listed in Supplementary Table 5.

### CFU assay

Bone marrow cells were isolated from recipients transplanted with *Clu* KO oHSCs after 16 weeks, and 3 × 10^5^ cells were plated in methylcellulose medium (MethoCult GF M3434, StemCell Technologies) and incubated at 37 °C in 5% CO_2_ for 12 days. Colonies were imaged using the Keyence BZ-X800 microscope (Keyence) and scored by morphology according to the manufacturer’s manual.

### Pooled CRISPR screening and transplantation

FACS sorted HSCs from aged Cas9 mice were infected with mCherry^+^ lentivirus for 12 h. Two days after infection, mCherry^+^ HSCs were FACS sorted on a SH800S Cell Sorter (Sony Biotechnology). 150,000 HSCs were collected through FACS for each replicate in the screen. The remaining cells after FACS sorting were collected for genomic DNA extraction, amplification of sgRNA with barcode regions, and deep-sequencing analysis as the sgRNA distribution in start-point oHSCs.

In preparation for transplantation^74^, recipient mice were lethally irradiated at a rate of 1,000 rad. Twelve hours after irradiation, donor cells were transplanted into recipient mice along with 2 × 10^5^ helper cells via lateral tail vein injections. The recipient mice were given water containing 1 mg ml^−1^ neomycin (RPI) for 2 weeks.

For the repopulation assays, mCherry^+^ HSCs were sorted following infection with sgRNA or OE lentivirus. CD45.2 *Clu* KO oHSCs or *Clu* OE yHSCs were transplanted with CD45.1 competitor cells into lethally irradiated CD45.1 recipient mice. Cd45.2 *Cd38* KO oHSCs or *Cd38* OE yHSCs were transplanted in separate experiments using the same method. Overall donor chimerism and donor-derived lymphoid and myeloid ratios in peripheral blood were analyzed over a 16-week period.

### Peripheral blood and bone marrow cell analysis

At 4 weeks’ time intervals, 30 µl of peripheral blood was collected from the mice in tubes containing 3 µl of 0.5 M EDTA (Thermo Fisher, cat #R1021). 300 µl of 1 × Red Blood Cell Lysis Buffer (Invitrogen, cat #00-4333-57) was added and incubated at room temperature (RT) for 10 min. The cells were washed and resuspended with 1 × PBS. After antibody staining (Supplementary Table 5), peripheral blood was analyzed using SH800S Cell Sorter (Sony Biotechnology) or LSR Fortessa (BD Biosciences).

At the end of the transplantation experiment, bone marrow cells were extracted as described above. The gating strategy used for discriminating different cell types (LT-HSCs, ST-HSCs, MPPs) was adapted from the published methods^35,36^.

### Thymocyte analysis

Thymus was dissociated through a 70 µm cell strainer. The cells were centrifuged at 400 *g* for 8 min, resuspended, and stained with anti-CD3, CD4, CD8 and CD45.2 antibodies (Supplementary Table 5). The samples were incubated on ice for 30 min before FACS analysis using BD Fortessa.

### Cell cycle analysis

Young WT and old Cas9-expressing HSCs were harvested from donor mice and transduced via lentivirus to express either *Clu* OE or sgClu, respectively. The mCherry^+^ cells were transplanted into lethally irradiated CD45.1 young (2 months) recipient mice. After 4 months, bone marrow cells were collected from the recipient mice, and HSPCs were isolated using the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (StemCell Technologies, 19856). After staining with HSC marker antibodies, cells were fixed and stained with Ki67 and Hoechst33342 according to the manufacturer’s instruction for Cyto-Fast Fix/Perm Buffer Set (BioLegend, #426803) and analyzed using FACS (LSR Fortessa).

### Library preparation for screening sequencing

Five months after transplantation, all peripheral blood was collected from the recipient mice into tubes containing EDTA (Thermo Fisher, cat #R1021). Cells were lysed with 1× Red Blood Cell Lysis Buffer (Invitrogen, cat #00-4333-57), washed and stained with CD11b-Pacific blue, CD45.2-FITC, CD3-APC, B220-PerCP-Cy5.5 and CD45.1-APC-Cy7 for 30 min at 4 °C. FACS sorting was performed using SH800S Cell Sorter (Sony Biotechnology). HSCs were also collected and FACS sorted as endpoint oHSCs. Genomic DNA was extracted from the sorted cells using the QIAamp DNA Micro Kit (Qiagen, #56304). sgRNA sequencing library construction was performed using a two-step protocol. Guide RNAs with the barcode coding region in gDNA were amplified by Q5 High-Fidelity DNA Polymerase (NEB, M0491S) and purified. Then the PCR product was used as input for a second step introducing the standard Illumina adapters. The final Illumina libraries were pooled and subjected to high-throughput sequencing. The read count of each sgRNA was calculated with no mismatches and aligned to the sequence of reference sgRNA. Data was analyzed using MAGeCK^75^ with default RRA parameters.

### Mitochondrial metabolism analysis

Seahorse Mito Stress Test was performed according to the manufacturer’s manual (XFe96 Analyzer, Agilent Technologies). The day prior to the assay, 10,000 HSCs were seeded onto 0.01% poly-ʟ-lysine (PLL)-coated 96-well plates with HSC growth medium and incubated at 37 °C overnight. On the day of the assay, the growth medium was replaced with the Seahorse DMEM assay medium (pH 7.4, 0.5× P/S, 2 mM L-glutamine, 1 mM pyruvate, 3 mg ml^−1^ glucose, 100 ng ml^–1^ TPO, 10 ng ml^−1^ SCF). Cells were incubated for 1 h at 37 °C without CO_2_. The drugs were prepared and loaded onto the cartridge (2 µM oligomycin, 1.5 µM FCCP, 0.5 µM rotenone/antimycin A). After calibration, oxygen consumption rate was measured with the XFe96 Analyzer under the following injection strategy: 3 min mix, 0 min wait, 4 min measure and 3 × repeats.

### NAD^+^ analysis

NAD^+^ level was analyzed using the NAD/NADH colorimetric assay kit from Abcam (ab65348). HSCs were lysed with NAD extraction buffer with two freeze/thaw cycles. The lysate was centrifuged at top speed for 5 min at 4 °C. The supernatant was collected and filtered with a 10 kD spin column (ab93349). NAD^+^ was decomposed by heating the samples at 60 °C for 30 min followed by immediate cooling on ice. Reaction mix was prepared by mixing the NAD cycling buffer and NAD cycling enzyme mix from the kit. Reaction mix, samples, developer solution were added onto a 96-well plate in order. The plate was incubated at RT, and NAD^+^ levels were measured using the CLARIOstar Plus microplate reader (BMG Labtech) at 4 h intervals at OD 450 nm.

### Immunofluorescence

Cultured HSCs were infected with lentivirus carrying *Clu* OE and Mfns knockdown expression cassette. HSCs were then seeded onto a 24-well plate with circular cover slips coated with PLL. After 3 days, medium was aspirated from the wells, and the cells were fixed with 4% paraformaldehyde (PFA) and incubated for 10 min. The PFA was aspirated, and the wells were washed with PBS twice. 0.1% Triton X-100 in PBS was added to the wells for 10 min, and TNB buffer was used for blocking for 1 h. Primary antibodies (Supplementary Table 5) were diluted with TNB buffer, added to the wells, and incubated overnight at 4 °C. Cells were washed with PBS and incubated with the fluorescently labeled secondary antibody of the corresponding species. Cells were washed and stained with DAPI. Slides with the cover slips were imaged with confocal microscopy (ZEISS LSM 800; Olympus FV3000R). For other immunofluorescence, cultured HSCs were electroporated with 10 μg recombinant Cas9 Nuclease (IDT, 1081058) with 5 μg synthetic Clu or Cd38 sgRNA (IDT) by Lonza 4D-Nucleofector using primary P3 solution. To measure ROS levels, HSCs were stained with the MitoSOX Green reagent from the Mitochondrial Superoxide Indicator kit (Thermo Fischer Scientific) for 30 min at 37 °C according to the manufacturer’s instructions. Cells were washed with medium and seeded into slides for confocal microscopy imaging (ZEISS LSM 800).

### Image quantification of mitochondrial morphology

WT MEFs (SCRC-1008), Mfn1-null MEFs (CRL-2992) and Mfn2-null MEFs (CRL-2993) were grown in DMEM (Thermo Fisher Scientific, catalogue number 11-960-069) with 10% FBS (Corning, catalogue number 35010CV). For visualization of mitochondria, the MEFs were stained with 400 nM MitoSpy Green FM (BioLegend, number 424805) or MitoSpy Red CMXRos (BioLegend, number 424801) and infected with lentivirus expressing Clu-T2A-mCherry. MEFs were classified based on the morphology of the mitochondrial network^52,76,77^. ‘Elongated’: more than 90% of the mitochondria were tubular; ‘fragmented’: more than 90% of the mitochondria were round; ‘hyperfused’: mitochondrial network was highly reticular and interconnected in MEFs. Data are presented as the percentage of cells in each type from four individual replicate experiments. For mitochondrial length measurements in HSCs, confocal images were collected and projected as a z-project in ImageJ. The Tom20, MitoGreen or MitoRed stained mitochondria were manually traced and classified into bins based on length and presented as percent of total mitochondria^39^. Data presented were from 10 imaging fields (20 cells). For transmission electron microscopy analysis, HSCs collected from the recipient mice were pelleted for 10 min at 4 °C at 600 *g* and fixed in 4 °C overnight in a fix buffer (2% glutaraldehyde, 1% PFA). The remaining steps were completed by the HMS Electron Microscopy Core Facility, and the images were taken using a Tecnai G2 Spirit BioTWIN transmission electron microscope.

### Immunoblotting

Cultured HSCs after gene editing were lysed with RIPA lysis buffer containing protease inhibitor cocktail (Roche, 4693159001) and Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78440). Protein concentrations were measured by CLARIOstar Plus microplate reader (BMG Labtech) using a Pierce BCA Protein Assay Kit (Life Technologies, 23227). Equivalent amounts of samples were loaded and separated by SDS-PAGE (Bolt Bis-Tris Plus Mini Protein Gels, NW04125BOX) and transferred onto PVDF membranes (iBlot 2 Transfer Stacks, IB24002) by iBlot 2 Gel Transfer Device. Then, the membranes were incubated overnight with the primary antibodies (Supplementary Table 5) at 4 °C, followed by incubation with the respective secondary antibody for 1 h at RT. Finally, the immunoreactivity image was detected by iBright CL1500 Imaging System (Thermo Fisher Scientific) using the Immobilon western Chemiluminescent HRP Substrate (Millipore WBKLS0100), and quantification was performed by ImageJ.

As indicated in the figure legend, some immunoblottings were performed using the automated ProteinSimple WES capillary electrophoresis system (Wes; Bio-Techne). In the automatic process, proteins of interest were identified by primary antibodies (Supplementary Table 5), followed by HRP-conjugated secondary antibodies (ProteinSimple). Chemiluminescent signals were detected using the Luminol-Peroxide Mix (ProteinSimple, Biotin Detection Module, #DM-004) and analyzed using the Compass for SW (ProteinSimple) software.

### Co-immunoprecipitation

HPC7 or lineage negative HSPCs were lysed in Pierce IP Lysis Buffer (Thermo Fisher Scientific, #87787) with Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, #78440). The supernatants were transferred into a new tube after being centrifuged for 20 min at 15,000 *g* at 4 °C. 50 μl supernatants were used as the input. Dynabeads Protein G (Thermo Fisher Scientific, 10004D) were incubated with primary antibody or IgG at 4 °C overnight according to manufacturer’s protocol. The antibody was crosslinked with the magnetic Dynabeads to avoid co-elution before immunoprecipitation. Then, cell lysate was mixed with the bead-antibody complex and rotated at 4 °C overnight. The magnetic bead-protein complex was washed with washing buffer, and proteins were eluted by non-denaturing elution buffer.

### RNA-seq

The procedure from the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 634890) was performed according to manufacturer’s instructions. The constructed library was purified and subjected to sequencing (NextSeq 550). The sequencing results were demultiplexed into fastq files. To remove adapters and low-quality reads, fastq data were processed into clean data by TrimGalore (v0.6.7). The clean data were aligned to reference genome sequences (mm10) using Hisat2 (v2.1.0). The gene count matrix was calculated using FeatureCounts (v2.0.1) of the subread package. DEGs were analyzed by DESeq2 package. The *P* value was corrected for multiple testing using the Benjamini and Hochberg method. DEGs between two groups were characterized by *P* value < 0.05 and |log_2_ fold change| > 0.5. Finally, ClusterProfiler package (v4.2.2) was used for identifying enrichment of GO terms.

### Protein structure prediction

Amino acid sequences of murine cClu, which was generated by removing the 22-mer ER signal from the murine Clu, murine Mfn2 and murine Bax were obtained from UniProt and uploaded to AlphaFold 3 for protein-protein interaction prediction. Images of the interaction surfaces were then generated and analyzed using PyMOL.

### RT-qPCR

FACS sorted or cultured HSCs were lysed by TRI Reagent (Zymo, R2050), and the total RNAs were isolated using RNA Clean & Concentrator (Zymo, R1013). cDNA was synthesized with the Superscript III First-Strand Synthesis System (Thermo Fisher Scientific, 18080051) according to the manufacturer’s instructions. RT-qPCR was performed in 96-well plates by QuantStudio 6 Pro Real-Time PCR Systems (Thermo) using Fast SYBR Green Master Mix (Thermo Fisher Scientific, 4385610). The PCR primers are listed in Supplementary Table 6. The Ct values were recorded by QuantStudio 6 Design and analysis software. Relative RNA expression was analyzed by 2^−ΔΔCt^ method and normalized to *Actb* mRNA.

### Behavior tests

#### Grip strength

Forelimb grip strength of the mice was measured using Bioseb’s Grip Strength Test. Mice were first placed onto the hash grid of the instrument, so they are firmly gripped onto the grid. The mice were gently pulled off the grid by their tail and the strength value displayed by the instrument was recorded. The weight of each mouse was also measured and recorded in conjunction with grip strength. All tests were performed on the same day.

#### Pole test

A cylindrical pole (50 cm in height and 1 cm in diameter) used for the pole test was placed vertically upright. Mice were placed facing downwards near the top of the pole. The mice were released, and the time taken to descend to the floor was recorded.

#### Rotarod test

Mice were placed horizontally on the elevated, rotating rod of a rotarod apparatus (Med Associates, ENV-574M) rotating at a constant speed. The length of time that the mice remained on the rod was measured using a timer. The test was repeated three times for each mouse.

#### Novel object recognition test

To test memory, mice underwent three phases as a part of a novel object recognition test. On day 1, the mouse was placed into a closed area and allowed to explore the empty space for 15 min as a part of the habituation phase. On day 2, two identical objects were placed into the enclosure, and the mouse was allowed to explore the objects for 10 min during the training phase. On day 3, one of the previous objects was then replaced with a novel object, and the mouse was allowed to explore both the previous familiar object and the novel object for 10 min during the testing phase. The number of times the mouse contacted each object was recorded.

### Statistics and reproducibility

Statistics was performed using the GraphPad Prism 10 software. The sample sizes were based on previous studies in the field and were not predetermined by any statistical methods. Mice with transplantation failures were excluded from the study. All analyses were performed based on the results from biological and technical replicates. All experiments in this study were repeated three or more times as mentioned in the figure legends. Animals allocated to experimental groups were based on genotype and age. No method of randomization was used to assign mice to experimental groups. Group allocation for initial data collection was not performed blind to the investigators, but the group identities during data analysis were blinded to the investigators. Comparisons between two experimental groups were analyzed using the 2-tailed unpaired Student’s *t*-test. The significance of differences among groups were calculated using one-way ANOVA. The results are expressed as the mean ± s.e.m. or mean ± s.d. A significant difference was defined as a *P* value less than 0.05. The statistical tests used and *P* value for each figure are presented in the figure or figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables Supplementary Tables1–6.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data unprocessed western blots.

Source Data Fig. 5 Statistical source data unprocessed western blots.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data unprocessed gels.

Source Data Extended Data Fig. 6 Statistical source data.

## Data Availability

All the data supporting the findings of the study are available from the corresponding author upon reasonable request. RNA-seq data have been deposited to GEO under the accession number GSE275462. Source data are provided with this paper.

# Supplementary material for: Clusterin drives myeloid bias in aged hematopoietic stem cells by regulating mitochondrial function
**Source:** Nat Aging. 2025 Jun 30;5(8):1510–27. doi: 10.1038/s43587-025-00908-z
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The data collection methods were described in the Methods section. No custom software was used for data collection.<br>FACS: BD LSRFortessa; SONY Cell Sorter software v2.1.6<br>CFU: KEYENCE BZ Series v01.01.01.03<br>Mito stress: Seahorse XF Pro Analyzer<br>WB: CLARIOstar: v5.70 R3; Compass for SW.<br>qPCR: QuantStudio6Pro Design& analysis software v2.6.0<br>IF: Olympus FV3000R; ZEISS ZEN v2.3 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

All packages and programs used are available online. Custom code was not generated outside of the use of the predesigned packages.

SnapGene v6.0  
Flowjo v10.7.1  
ImageJ v2.1.0  
TrimGalore v0.6.7  
Hisat2 v2.1.0  
FeatureCounts v2.0.1  
ClusterProfiler package v4.2.2  
Alpha fold v3  
Pymol v3.1.0  
MAGeCK v0.5.9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data have been deposited to GEO under the accession number GSE275462.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For all studies, experiments and sequencing were performed with biological replicates based on the standard in the field (PMID:33848471; PMID:28241143; PMID:38538791). Sample size for each experiment is indicated in the figure legends.

Data exclusions

Mice with transplantation failures were excluded from the study.

Replication

Reproducibility of findings were assessed via statistical tests, varying on sample size and experiment type. All the RNA-seq were repeated 3-4 times, and other standard assays (FACS, qPCR, IF, WB, Seahorse, co-IP, behavior test) were performed at least 3 independent times. We include in the figure legend all details relative to the sample size. We include in the methods all details relative to reagents and softwares. For all experiments, all attempts at replication were successful.

Randomization

Animals allocated to experimental groups were based on genotype and age. No method of randomization was used to assign mice to experimental groups.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

CD11b Pacific Blue BioLegend #101223 M1/70 1:100  
 CD45.2 FITC Thermo Fisher #11-0454-81 104 1:300  
 CD3 APC Thermo Fisher #17-0032-82 17A2 1:200  
 B220 PerCP-Cy5.5 Thermo Fisher #45-0452-80 RA3-6B2 1:200  
 CD45.1 APC-Cy7 BioLegend #110716 A20 1:200  
 cKit Pacific Blue BioLegend #105820 2B8 1:100  
 Sca1 APC BioLegend #108111 D7 1:200  
 CD48 PerCP-Cy5.5 BioLegend #103421 HM48-1 1:200  
 CD150 PE-Cy7 BioLegend #115913 TC15-12F12.2 1:200  
 CD127 BV421 BioLegend #135023 A7R34 1:100  
 Sca1 488 BioLegend #108115 D7 1:200  
 CD135 PE BioLegend #135305 A2F10 1:200  
 cKit APC BioLegend #105811 2B8 1:200  
 CD41 BV421 BioLegend #133911 MWReg30 1:100  
 CD11b (Mac-1) APC-Cy7 BioLegend #101225 M1/70 1:200  
 CD16/32 (FcR) PE-Cy7 BioLegend #101317 93 1:200  
 CD135 BV421 BioLegend #135313 A2F10 1:100  
 cKit BV605 BioLegend #105847 2B8 1:100  
 CD4 PE-Cy7 BioLegend #100421 GK1.5 1:200  
 CD8 BV605 BioLegend #100743 53-6.7 1:200  
 Ki67 APC-Cy7 Thermo Fisher #47-5698-80 SolA15 1:200  
 CD93 PE-Cy7 BioLegend #136505 AA4.1 1:200  
 IgM APC BioLegend #406509 RMM-1 1:200  
 IgD Pacific Blue BioLegend #405725 11-26c.2a 1:100  
 CD21/CD35 Pacific Blue BioLegend #123421 7 E9 1:100  
 CD23 BV605 BioLegend #101637 B3B4 1:100  
 CD44 APC BioLegend #103011 IM7 1:200  
 CD62L Pacific Blue BioLegend #104435 MEL-14 1:100  
 Tom20 Santa sc-17764 1:200  
 ApoJ (Clu) Thermo PA5-46931 1:2000  
 p-p38 CST 9216S 1:2000  
 v5 tag Abcam ab15828 1:2000  
 Mfn2 CST 9482T 1:1500  
 Mfn1 CST 13798-1-AP 1:1500  
 Drp1 CST 8570T 1:1500  
 Myc tag CST 2278T 1:3000  
 Tomm20 Abcam AB56783 1:300  
 Clu Santa sc-5289 1:1000  
 p-p38 BD 612288 1:2000  
 V5 tag Thermo R960-25 1:2000  
 Mfn2 Abcam AB56889 1:2000  
 Mfn1 Thermo 66776-1-IG 1:1500  
 Dlp1 BD 611112 1:2000  
 Myc tag Thermo MA1-21316 1:2000  
 53BP1 Bio-technique NB100-904 1:300  
 β-Actin CST 3700S 1:3000  
 Lamp2a Abcam ab18528 1:200

anti-Mouse-HRP Thermo SA1-100 1:1000  
 anti-Rabbit-HRP Thermo 31458 1:5000  
 anti-Goat\_HRP Thermo A16005 1:2000

## Validation

<https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-human-cd11b-antibody-3863>  
<https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/11-0454-82>  
<https://www.thermofisher.com/antibody/product/CD3-Antibody-clone-17A2-Monoclonal/17-0032-82>  
<https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/45-0452-82>  
<https://www.biolegend.com/fr-lu/products/apc-cyanine7-anti-mouse-cd45-1-antibody-2320>  
<https://www.biolegend.com/fr-lu/products/pacific-blue-anti-mouse-cd117-c-kit-antibody-3133>  
<https://www.biolegend.com/fr-lu/products/apc-anti-mouse-ly-6a-e-sca-1-antibody-225>  
<https://www.biolegend.com/fr-lu/products/percp-cyanine5-5-anti-mouse-cd48-antibody-5597>  
<https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-cd150-slam-antibody-3056>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd127-il-7alpha-antibody-7193>  
<https://www.biolegend.com/fr-lu/products/alexa-fluor-488-anti-mouse-ly-6a-e-sca-1-antibody-3138>  
<https://www.biolegend.com/fr-lu/products/pe-anti-mouse-cd135-antibody-6173>  
<https://www.biolegend.com/fr-lu/products/apc-anti-mouse-cd117-c-kit-antibody-72>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd41-antibody-7558>  
<https://www.biolegend.com/fr-lu/products/apc-cyanine7-anti-mouse-human-cd11b-antibody-3930>  
<https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-cd16-32-antibody-6355>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd135-antibody-8728>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-mouse-cd117-c-kit-antibody-16969>  
<https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-cd4-antibody-1919>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-mouse-cd8a-antibody-7636>  
<https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/47-5698-82>  
<https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-cd93-aa4-1-early-b-lineage-antibody-6420>  
<https://www.biolegend.com/fr-lu/products/apc-anti-mouse-igm-2335>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-igd-9033>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd21-cd35-cr2-cr1-antibody-7557>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-605-anti-mouse-cd23-antibody-18905>  
<https://www.biolegend.com/fr-lu/products/apc-anti-mouse-human-cd44-antibody-312>  
<https://www.biolegend.com/fr-lu/products/brilliant-violet-421-anti-mouse-cd62l-antibody-7164>  
<https://www.scbt.com/p/tom20-antibody-f-10?srsltid=AfmBOopHNph9xIF5bgXwrkmQktBQp-tl95uD1tZ0rU25ue4-px5J6zGG>  
<https://www.thermofisher.com/antibody/product/Apolipoprotein-J-Antibody-Polyclonal/PA5-46931>  
[https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-28b10-mouse-mab/9216?srsltid=AfmBOorXltaT\\_UoCmT6YY3vG73oDzZvYRNU6FTvQ6Gpk1fTTXcZQwW](https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-28b10-mouse-mab/9216?srsltid=AfmBOorXltaT_UoCmT6YY3vG73oDzZvYRNU6FTvQ6Gpk1fTTXcZQwW)  
[https://www.abcam.com/en-us/products/primary-antibodies/v5-tag-antibody-ab15828?srsltid=AfmBOorZz\\_aRvi22bwkNg-BqeDLnqKxldu5u8MISEUF2zA6zKBRNQyD](https://www.abcam.com/en-us/products/primary-antibodies/v5-tag-antibody-ab15828?srsltid=AfmBOorZz_aRvi22bwkNg-BqeDLnqKxldu5u8MISEUF2zA6zKBRNQyD)  
[https://www.cellsignal.com/products/primary-antibodies/mitofusin-2-d2d10-rabbit-mab/9482?srsltid=AfmBOoqUSUv05WmCJNCj9\\_I8JtB0IH-qOqHIXC31pBlVfmbc2eoX5x](https://www.cellsignal.com/products/primary-antibodies/mitofusin-2-d2d10-rabbit-mab/9482?srsltid=AfmBOoqUSUv05WmCJNCj9_I8JtB0IH-qOqHIXC31pBlVfmbc2eoX5x)  
[https://www.ptglab.com/products/MFN1-Antibody-13798-1-AP.htm?srsltid=AfmBOooDAbw5\\_1z1tkk1yzq4QWqTnNesQJLle-BJrAZndoSjKXj12rLu#product-information](https://www.ptglab.com/products/MFN1-Antibody-13798-1-AP.htm?srsltid=AfmBOooDAbw5_1z1tkk1yzq4QWqTnNesQJLle-BJrAZndoSjKXj12rLu#product-information)  
<https://www.cellsignal.com/products/primary-antibodies/drpl-1-d6c7-rabbit-mab/8570?srsltid=AfmBOooDFaJR07f09EtN3ZJQDcvfWfHNddwVklwCe47LNktr1Vxt2f4>  
[https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-mab/2278?srsltid=AfmBOorQ9Zlr76DKITo42GwNZ\\_4xPVDm\\_WjzUrgbZoUvVbjQ487WCKNj](https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-mab/2278?srsltid=AfmBOorQ9Zlr76DKITo42GwNZ_4xPVDm_WjzUrgbZoUvVbjQ487WCKNj)  
<https://www.abcam.com/en-us/products/primary-antibodies/tomm20-antibody-4f3-bsa-and-azide-free-ab56783?srsltid=AfmBOopmr4alYu77yMfVtMcPVEf3lxUGwIEhTpiFLdTnHLX4XhEvErp>  
[https://www.scbt.com/p/clusterin-alpha-antibody-b-5?srsltid=AfmBOop1rfjxaxCkdX0hhRTgKtKzPCazfaiTuP\\_YUB-NSjFT4ZaWC6aL](https://www.scbt.com/p/clusterin-alpha-antibody-b-5?srsltid=AfmBOop1rfjxaxCkdX0hhRTgKtKzPCazfaiTuP_YUB-NSjFT4ZaWC6aL)  
[https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-mouse-anti-p38-mapk-pt180-py182.612288?tab=product\\_details](https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-mouse-anti-p38-mapk-pt180-py182.612288?tab=product_details)  
<https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-clone-SV5-Pk1-Monoclonal/R960-25>  
[https://www.abcam.com/en-us/products/primary-antibodies/mitofusin-2-antibody-6a8-ab56889?srsltid=AfmBOoq6yDB1AfAUwJgUVzZAGjipAy69p4x6ydO9U78CX\\_FC77u4mKXt](https://www.abcam.com/en-us/products/primary-antibodies/mitofusin-2-antibody-6a8-ab56889?srsltid=AfmBOoq6yDB1AfAUwJgUVzZAGjipAy69p4x6ydO9U78CX_FC77u4mKXt)  
<https://www.thermofisher.com/antibody/product/MFN1-Antibody-clone-3F11C11-Monoclonal/66776-1-IG>  
[https://www.bdbiosciences.com/en-eu/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-dlp1.611112?tab=product\\_details](https://www.bdbiosciences.com/en-eu/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-dlp1.611112?tab=product_details)  
<https://www.thermofisher.com/antibody/product/Myc-Tag-Antibody-clone-Myc-A7-Monoclonal/MA1-21316>  
[https://www.novusbio.com/products/53bp1-antibody\\_nb100-904?srsltid=AfmBOopo\\_J\\_GsBBkHYiNTUivv1OSKGG6JRitEgmhhPwy3EQP9E324Uk3](https://www.novusbio.com/products/53bp1-antibody_nb100-904?srsltid=AfmBOopo_J_GsBBkHYiNTUivv1OSKGG6JRitEgmhhPwy3EQP9E324Uk3)  
<https://www.cellsignal.com/products/primary-antibodies/b-actin-8h10d10-mouse-mab/3700?srsltid=AfmBOopdmUB-QNjAekrn0vmd131p7VdADGAb8SoXbed3SYDi8Ehjm5X>  
[https://www.abcam.com/en-us/products/primary-antibodies/lamp2a-antibody-lysosome-marker-ab18528?srsltid=AfmBOor-eJdcf8jsZiQwCrwDnmFmRwdXT\\_67C7\\_gu7Nekdb8nrHxeMmW](https://www.abcam.com/en-us/products/primary-antibodies/lamp2a-antibody-lysosome-marker-ab18528?srsltid=AfmBOor-eJdcf8jsZiQwCrwDnmFmRwdXT_67C7_gu7Nekdb8nrHxeMmW)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

HEK293T cells were purchased from ATCC (catalogue # CRL-3216). WT MEFs (SCRC-1008), Mfn1-null MEFs (CRL-2992) and Mfn2-null MEFs (CRL-2993) were purchased from ATCC. HPC-7 cell line was kindly provided by Dr. Xuan Pan.

### Authentication

The cell lines have been validated by ATCC. Cell line authentication was performed by ATCC using morphology and STR profiling. HPC-7 cell line authentication was performed by morphology and transcriptome.

Mycoplasma contamination

All the cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The 8-10 weeks Cas9 mice were purchased from Jackson lab (#026179). The 8-10 weeks CD45.1 mice were purchased from Jackson lab (#002014). The 8-10 weeks young and 90 weeks old C57BL/6J mice was purchased from Jackson lab (#000664). The aged Cas9 mice (>20 months) was a gift from the Feng Zhang Lab at Broad Institute. All mice were kept under specific pathogen-free conditions within an environment controlled for temperature (20-22°C) and humidity (40-70%), and were subjected to a 12-hour light/dark cycle.

Wild animals

No wild animals were used in the study.

Reporting on sex

Male or female Cas9 mice were used for HSCs isolation. Male CD45.1 mice were used as transplantation recipient mice and for behavioral testing.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All animal experiments were performed in accordance with the protocols of the Institutional Animal Care and Use Committee at Harvard Medical School and Boston Children's Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The humerus, pelvic, femur, and tibia bones of the donor mice were isolated. Bone marrow was extracted by cutting and crushing via scissors in cell culture dishes containing 1 × PBS. A serological pipette was used to repeatedly flush the bone marrow from the bones until all bone marrow was removed, indicated by visibly white bone material. Following filtering, the cells were centrifuged at 400g for 10 minutes and resuspended with PBS in a FACS tube. Donor HSCs were then isolated via magnetic separation using Streptavidin RapidSpheres™ from the EasySep™ Mouse Hematopoietic Progenitor Cell Isolation Kit (StemCell Technologies, # 19856) according to the manufacturer's instructions. After HSPC isolation and the removal of lineage positive cells, the remaining cells were centrifuged at 400g and resuspended with PBS. For FACS sorting, the cells were stained with antibodies for 20 min at 4°C and washed twice with PBS. Cells were sorted with SH800S Cell Sorter (Sony Biotechnology) into 1.5 ml tubes and stored on ice for further use.

Peripheral blood was collected from the recipient mice in 1.5 ml tubes containing of EDTA. Red Blood Cell Lysis Buffer (Invitrogen, cat #00-4333-57) was added to lyse the red blood cells. The tubes were incubated at RT for 10 min on a rotator. 1 × PBS was added to the tubes and centrifuged at 400g for 5 min at RT to wash the cells. The tubes were washed and

centrifuged again with PBS, and supernatants were discarded. Cell pellets were resuspended with 100  $\mu$ l of PBS for antibody staining, and peripheral blood analysis was performed using LSR Fortessa (BD Biosciences).

Instrument

BD LSRFortessa and SONY cell sorter SH800Z.

Software

FlowJo v10.7.1

Cell population abundance

A minimum of 100,000 cells per sample were analyzed.

Gating strategy

Gating strategy was based on FSC-A, SSC-A to separate single cells and exclude any doublets by FSC-A/FSC-H profile. Gating strategies for all cell populations as described in several publications (PMID:27111842; PMID: 26095048; PMID: 34459852; PMID: 38538791).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

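RNA-seq values of 14 libraries were analysed in 2 separate comparisons, transplanted oHSCs (4 libraries) against transplanted yHSCs (3 libraries) and sgClu oHSCs (4 libraries) against sgCtrl oHSCs (3 libraries). The authors made the values from SMART-Seq libraries by trimming (TrimGalore), alignment to mm10 (Hisat2) and counting (FeatureCounts), and called genes with DESeq2. The paper's text does not name the gene annotation or the step that turned counts into the deposited values. The deposited values are taken as FPKM, normalized by the authors for transcript length and library size. The headers name no unit, so TPM is not excluded. All 14 value columns were used. Each comparison has its own table and was tested only within it.

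The tables hold only genes that the authors had called from these same libraries, 1043 for age and 583 of the paper's 1189 for Clu KO. No gene outside these lists enters a test, a scaling factor or an adjustment, no enrichment was run, and p-values describe a selected list. The depth of the libraries is unknown. Ratios of values under 1 FPKM between libraries were searched for steps left by whole reads. The largest share of genes within a window of 1% was 5.8% for age and 5.6% for Clu KO, with no common step. The limit of this search was widened after a first look found few genes under a lower one.

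The planned test assumed that counts might be present. As none were, limma (version 3.58.1, in R 4.3.3) was fitted to log2(FPKM + 1), the test named beforehand for normalized values. Calls use an unadjusted two-sided p limit of 0.05 and an absolute log2 fold change limit of 0.5. The study's methods give these 2 limits and a Benjamini-Hochberg correction, without saying whether the p limit applies to the corrected value, and adjusted p-values were an alternative. Adjusted p-values use the Benjamini-Hochberg method over the genes of the comparison. On simulated values with 200 changed genes among the 1043 and among the 583, each by a log2 fold change of 2, limma recovered 198 and 197, and called 42 of the 843 and 7 of the 383 unchanged genes. A change of 2 is larger than the median change in either comparison, so recovery of smaller changes was not tested. The simulated changes went in random directions, with independent noise per gene and no common factor per library. The real lists are one-sided and depend on scaling, so these rates do not cover a common shift of a library. Cebpb and Clu were also compared with an exact two-sided permutation test of the group means (SciPy 1.17.1) over 35 splits, which doubles the smaller tail and cannot give a p under 0.0571. The other convention, the share of splits whose difference is at least as large in size, gives other values, and both are printed for Cebpb. For Clu they are 0.286 and, as an exact permutation count by size, 0.257.

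The sample map, the tests, the gene lists and the alternatives were set before the data were examined. The genes named are those the paper names, members of the fixed lists past the limits, and in each comparison and direction the 5 genes with the largest absolute log2 fold change among those past the limits whose groups do not overlap and whose higher group mean is at least 10 FPKM. Other names were chosen after their values were seen. These genes and every list member among the values were followed under the alternatives. The lists, written from general knowledge, cover the p38 MAPK pathway, myeloid differentiation and function, oxidative stress response, mitochondrial RNA metabolism and transcription, autophagy, OXPHOS, mitochondrially encoded genes, immediate early and dissociation stress genes, mast cell and basophil genes, erythroid genes, sex-linked genes and genes named in the paper. The alternatives were limma with a mean-variance trend, a fit per gene without a shared variance, 3 scalings over the listed genes (median of ratios, TMM and column totals), a filter at a group mean of 1 FPKM, a pseudocount of 0.1, the replicate number as a block, adjusted p-values, a log2 fold change limit of 1, and each library left out in turn.

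Whether replicate numbers pair the libraries was checked from the correlation, across genes, of deviations from the group means. For transplanted oHSCs and yHSCs, the same-numbered libraries correlated at 0.405, 0.163 and 0.161. Correlations between libraries of unlike number were not computed, so these values have no reference and cannot show a pairing. The numbers come from the sample labels, which state no pairs, and the block fit is an alternative that assumes them. Gene positions and transcripts come from the GENCODE M21 annotation of GRCm38 (mm10), which matched 97.6% of the age genes and 98.1% of the Clu KO genes by symbol. It need not be the authors' annotation. The share of the 50-base words of a gene's longest transcript found in transcripts of other genes marks genes whose reads can be split, with 10% as the limit. Printed values are rounded.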

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

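All tests in this part were chosen only after the result was seen.

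In the groups of 4 libraries, the libraries of each named gene were compared on log2(FPKM + 1) by the gap of the outermost library to its neighbour, as a share of the group's range. Of 109 such groups, 4 exceeded the 95% limit, where 5.5 would by chance. They were Rpl13-ps6 in oHSC (Tx) replicate 2 (0.935), and Btg2 (0.876), Dusp1 (0.897) and Jun (0.845) in sgClu replicate 1. The 3 last lie in the same library and are genes of the immediate early response, at 22.6, 158.1 and 31.3 FPKM in that library, below the other 3 sgClu libraries. With no more groups than chance gives, no explanation was tested.

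All 27 genes of the immediate early and dissociation stress list that the values hold, from a list of 38 and including Fos, Jun, Egr1 and Dusp1, were lower in sgClu than in sgCtrl oHSCs and past the limits. The paper names Fos but does not discuss the set. Of the 27 genes, 3 also belong to the p38 MAPK list (Gadd45b, Dusp1 and Zfp36). Hspa1a and Hspa1b share 60.3% and 62.3% of their 50-base words with other genes and are uncertain. Whether the authors' scaling of the libraries is the whole cause cannot be decided, because the genes and the scaling factors come from the same selected list. Median-of-ratios scaling removes a single factor per library, and 8 of the 27 genes stayed lower and past the limits, with 25 of 27 negative. Of all 583 genes, 59 were lower and past the limits with this scaling. After TMM scaling 7 stayed, with 23 negative, and after column-total scaling 11, with 26 negative. With each library left out in turn, between 23 and 27 were past the limits. Handling of the cells before lysis stays open. These genes respond within minutes to dissociation and sorting, and the median log2 fold change of the list was -0.95, but handling is not recorded separately from the groups, and the genes had been called on these libraries. An effect of Clu KO on the same genes is open as well, and it cannot be told apart from handling.

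In transplanted oHSCs, 7 of 7 held genes of the mast cell and basophil list and 5 of 6 held genes of the erythroid list were higher and past the limits, lineages that the terms in Fig. 5c do not name. The mast cell genes include Cpa3, at 305.8 ± 83.7 FPKM (SD, n = 4) in oHSCs, and Mcpt4, listed at 0 in every yHSC library. Tpsb2 and Mcpt4 were also present in the sgCtrl libraries, at 2.55, 0 and 34.7 FPKM and at 0.317, 0 and 7.77 FPKM, and listed at 0 in all 4 sgClu libraries. Together with the myeloid list, 25 of 28 held genes of the 3 lineages were higher. The median log2 fold changes were 1.03, 0.94 and 0.85 for mast cell, erythroid and myeloid genes, but the genes ranged from 0.26 (SE 0.21) for Csf1r to 4.76 (SE 0.55) for Cma1. The 4 listed at 0 in every yHSC library, all mast cell genes, had 0.95 to 4.76, and the other 24 had 0.26 to 1.55. A lower share of HSCs among the sequenced oHSC cells would raise the markers of other cell types together. Where the yHSC mean is below 20 FPKM, so that the HSCs' own level hides less, the median of 5 mast cell genes exceeded that of the 7 myeloid and erythroid genes by 1.69 (1.48 to 2.01 with each library left out in turn; 1.68 to 2.66 with limits of 5, 10 or 50 FPKM). With all genes that difference was only 0.18, and 4 of the 5 mast cell genes are those listed at 0 in yHSCs. The difference cannot decide whether a lower share of HSCs is the whole cause of the mast cell rise. With added cells, genes at 0 in yHSCs can show larger log2 fold changes than genes with a level of their own. The mast cell genes above 0 in yHSCs, Cpa3 (1.03), Hdc (0.89) and Mcpt8 (0.54), lay within the range of the myeloid genes (0.26 to 1.55). A lower share of HSCs, a change in mast cells and a change within the HSCs with age all stay open. The myeloid and erythroid medians below 20 FPKM differed by 0.25 (-0.073 to 0.49 with each library left out). For these 2 lists a lower share of HSCs and a change within the HSCs cannot be told apart, because the values hold only genes called higher in oHSCs, so markers that fell could not appear. After median-of-ratios scaling 4 mast cell, 1 erythroid and 3 myeloid genes stayed past the limits, and 6 of 7, 5 of 6 and 8 of 15 stayed positive. Without replicate 3 of the yHSCs 5 mast cell, 3 erythroid and 9 myeloid genes were past the limits, as few as with any other single library left out. Elane, at 2186 FPKM in yHSCs, is abundant in both groups.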

How the results depend on the processing

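The split counts in this part were chosen only after the result was seen. Each alternative changes a single choice.

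Scaling over the listed genes changed most results. With median-of-ratios, TMM and column-total scaling, in that order, the genes lower in sgClu were 59, 56 and 70 in place of 292, and the genes higher were 130, 130 and 129 in place of 90, so that the share of higher calls went from 23.6% to 68.8%, 69.9% and 64.8%. For age, the genes higher in oHSCs were 125, 121 and 151 in place of 652, and the genes lower were 54, 60 and 40 in place of 10, so that the share of higher calls went from 98.5% to 69.8%, 66.9% and 79.1%. The lists gave 3, 3 and 4 lower p38 genes and 1, 1 and 1 lower myeloid genes for Clu KO, and 1, 1 and 1 higher p38 genes and 3, 3 and 3 higher myeloid genes for age. The oxidative stress list gave 1 with median-of-ratios and with TMM scaling. Genes higher with age and lower in sgClu numbered 2, 0 and 2 in place of 26. Since the lists were selected for a change, such scaling removes part of it by construction. The log2 fold change of Cebpb in sgClu was -0.23, -0.22 and -0.28, no longer past the limits.

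The named genes and all list members among the values were followed under each alternative. The direction of 25 of these genes changed with a scaling, and none was past the limits in the new direction. With median-of-ratios scaling, the log2 fold changes for age were -0.093 for Sirt2, -0.11 for Gem, -0.11 for Ppp1r15a, -0.0903 for Plk3, -0.28 for Mcpt8, -0.078 for Fcgr2b, -0.16 for Ctsg, -0.16 for Lyz2, -0.18 for Ms4a3, -0.028 for Trem3, -0.24 for Map1lc3b, -0.101 for Epor, -0.202 for Spi1, -0.29 for Csf1r and -0.066 for Uqcrc1. For Clu KO they were 0.059 for Sqstm1, 0.072 for Ier3, 0.0297 for Rgs2, 0.031 for mt-Rnr1, 0.0075 for mt-Rnr2, 0.0097 for Zfp36l1 and 0.078 for Wac. With TMM scaling, they were -0.13 for Sirt2, -0.15 for Gem, -0.15 for Ppp1r15a, -0.13 for Plk3, -0.32 for Mcpt8, -0.12 for Fcgr2b, -0.20 for Ctsg, -0.21 for Lyz2, -0.22 for Ms4a3, -0.069 for Trem3, -0.0024 for Gadd45g, -0.28 for Map1lc3b, -0.14 for Epor, -0.24 for Spi1, -0.32 for Csf1r and -0.11 for Uqcrc1 for age. For Clu KO they were 0.077 for Sqstm1, 0.0039 for Ier2, 0.0901 for Ier3, 0.014 for Zfp36, 0.048 for Rgs2, 0.049 for mt-Rnr1, 0.026 for mt-Rnr2, 0.025 for Zfp36l1 and 0.094 for Wac. With column totals, they were -0.13 for Mcpt8, -0.0067 for Ctsg, -0.00999 for Lyz2, -0.025 for Ms4a3, -0.087 for Map1lc3b, -0.051 for Spi1 and -0.19 for Csf1r for age, and 0.017 for Sqstm1, 0.029 for Ier3 and 0.038 for Wac for Clu KO. With the 3 scalings 46, 45 and 49 genes other than Cebpb kept their direction but were no longer past the limits, and mt-Co3 for age and Gm4828 and Fastk for Clu KO were newly past them with each. Prkcb in sgClu went to -0.0046 with the replicate block, and ranged from -0.0046, without sgClu replicate 4, to 0.208, without sgCtrl replicate 3, with each library left out. The 2 lowest are the same by construction, since the block gives no weight to replicate 4, which has no partner, and so its log2 fold changes equal those without replicate 4.

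A log2 fold change limit of 1 left 69 genes lower and 7 higher in sgClu, and 197 higher and 2 lower in oHSCs. It left 3 p38 genes and 0 mitochondrial RNA genes for Clu KO, 1 p38, 6 myeloid and 0 oxidative stress genes for age, and 7 genes higher with age and lower in sgClu. Fewer calls follow from the limit itself. Adjusted p-values gave 389 genes higher in oHSCs. A fit per gene without a shared variance gave 356, and 12 genes higher with age and lower in sgClu. The cause was not tested. Of the genes followed, 28 were weaker without a shared variance. With a trend and with the low-value filter 2 were weaker and 1 stronger each, and with a pseudocount of 0.1, 9 were weaker and 3 stronger.

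With each library left out in turn, the genes lower in sgClu ranged from 241 to 295 and the genes higher from 69 to 98. The genes higher in oHSCs ranged from 405, without replicate 3 of the yHSCs, to 655, and the genes lower from 8 to 13. The log2 fold change of Clu with age ranged from 0.63 to 1.44, and was past the limits without oHSC (Tx) replicate 3 (1.44) and without yHSC (Tx) replicate 1 (1.43). A single library changed the call or the direction of 26 of 63 other genes followed for age and of 22 of 66 for Clu KO. Among the latter, Prkcb changed direction only and was past the limits in neither fit.

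With the replicate number as a block for transplanted oHSCs and yHSCs, the log2 fold changes of Clu (0.73), Cd38 (0.60), Spi1 (0.71), Uqcrc1 (0.97) and Map1lc3b (0.66) were past the limits, while Slamf1 (0.67), Ermap (0.65), Hspa1b (0.51) and Plk3 (0.49) were no longer past them. It changed no other call of a gene followed for age, and the p38 and myeloid lists then had 3 and 14 higher genes. For Clu KO the correlations of same-numbered libraries were small (-0.103, 0.0731 and 0.0578), and the block gave 65 genes higher and 270 lower. The trend, low-value filter and pseudocount alternatives kept every count of genes within the tolerance of 1.5 times.

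Other splits of the 7 libraries of a comparison into 4 and 3 were counted, 35 in all. For genes lower in sgClu, 1 of the 35 splits gave as many, the real one, and the next gave 47. For genes higher in oHSCs it was 1 of 35, with 190 next, and among the 8 splits that part all numbered pairs 23 next. For genes higher in sgClu it was 5 of 35. The other 4 all put the 3 sgCtrl libraries in the group of 4 and so nearly swapped the groups, which counts genes chosen as lower in sgClu, and the largest of the remaining splits gave 13. For genes lower in oHSCs it was 9 of 35, of which 4 were near swaps, with up to 431 genes, and the largest of the others gave 57. For the lower p38 and myeloid genes of Clu KO, the higher p38, myeloid and oxidative stress genes of age, the higher mitochondrial RNA gene, and the genes higher with age and lower in sgClu, it was 1 of 35 each. Where only the real split and near swaps gave as many, the count decides nothing, because the authors had chosen the genes by that same split. The depth of the libraries is unknown, which limits every value near 0.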

Differences from the paper's values

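No test in this part was chosen after the result was seen, but some of the genes compared were added afterwards. Among these are Csf1r, Sesn2, mt-Co3, Gm4828 and Prkcb. The paper's numbers of genes come from all genes it tested, while the values analysed here hold part of its Clu KO table.

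The paper reports 723 genes lower and 466 higher after Clu KO, against 292 and 90 past the limits here. The values hold 447 and 136 of these genes, so none of the alternatives set before the data were examined could close either gap, and none did. The 292 and 90 genes are all among the 447 and 136. The paper reports 1043 genes higher in oHSCs, against 652 here. With the replicate number as a block the count was 752, within 1.5 times of the paper's, and no other alternative came within that.

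Log2 ratios of group means were compared with the paper's log2 fold changes for 60 age genes, of which 15 differed by more than the replicate SD, and for 65 Clu KO genes, of which 3 did. The SD was the larger of the group SDs on log2(FPKM + 1), while the ratios had no pseudocount. For genes of low value this SD is too small for such a ratio, so the counts may be too high. Vwf, Klrb1c and Sesn2 are of low value and may lie within the replicate spread. Over all age genes with a finite ratio, the median difference of the ratios here from the paper's was -0.179 on the log2 scale, with a median absolute deviation of 0.102, and for Clu KO the median difference was -0.026. The differences for Ctsg (-0.183) and Trem3 (-0.199) are of the size of this common offset for age. In what follows, an alternative is named where it brought the difference within the replicate SD, which need not bring the value to the paper's. For Vwf the paper gives 1.469, against 0.90 here, and 1.10, 1.03 and 1.24 without oHSC (Tx) replicate 1, yHSC (Tx) replicate 1 and yHSC (Tx) replicate 3. For Klrb1c the paper gives 4.024, against 3.26 here and 3.54 without oHSC (Tx) replicate 4. For Ctsg the paper gives 0.8472, against 0.66 here and 0.73 without yHSC (Tx) replicate 2. For Trem3 the paper gives 1.001, against 0.80 here and 0.89 and 0.88 without oHSC (Tx) replicate 3 and yHSC (Tx) replicate 3. For Sesn2 the paper gives 2.003, against 1.73 here and 1.94 and 1.93 without oHSC (Tx) replicate 4 and yHSC (Tx) replicate 1. For Rgs1 after Clu KO the paper gives -0.66, against -1.10 here. Median-of-ratios (-0.47), TMM (-0.45) and column-total scaling (-0.53) brought the difference within the SD, and so did leaving out sgClu replicate 1 (-1.01), sgClu replicate 4 (-0.998) or sgCtrl replicate 3 (-1.01), which left most of the difference in place. The other alternatives set before the data were examined did not do so for these genes.

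No alternative set before the data were examined closed the gap for the remaining genes. The paper gives 2.42 for Xdh, against 3.68 here, 6.803 for Gm7336, against 2.56, and 0.7798 for Csf1r, against 0.38. It gives positive values where the values here are negative for mt-Co2 (0.9631 against -0.70), mt-Co3 (1.353 against -0.43), Rpl13-ps6 (1.284 against -2.08), Gm10095 (2.003 against -1.12), Gm15501 (1.346 against -1.004), Gm4294 (0.807 against -0.93) and Gm10132 (3.023 against -0.78). After Clu KO it gives negative values where those here are positive for Gm4828 (-2.624 against 0.47) and Prkcb (-1.531 against 0.23), both named after their values were seen.

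Over all genes with a finite ratio, the direction was that of the paper's tables for 969 of 1007 age genes and 574 of 576 Clu KO genes, the exceptions in the latter being Gm4828 and Prkcb. Of the genes followed that the paper lists and that were not past the limits here, Clu, Cd38, Spi1, Uqcrc1 and Map1lc3b passed them with the replicate block, Cd38, Sesn2 and, after Clu KO, Atg2a with a pseudocount of 0.1, Fastk after Clu KO with each scaling, and S100a8 after Clu KO with the block, with a trend and with the low-value filter. Leaving out a single library did so for Clu, Vwf, Ccn1, Mapk12, Epor, Cd38, Uqcrc1, Map1lc3b and Spi1 for age and for S100a8, Mcpt4, Atg2a and Fastk for Clu KO. The relative Cebpb levels in Fig. 6b equal those here in each library, and those in Fig. 6c differ from those here by at most 5.11%.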

Other observations

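All tests in this part were chosen only after the result was seen.

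The paper lists all 1043 age genes as higher in oHSCs, but of 1007 genes with a value above 0 in both groups, 38 had a lower mean in oHSCs than in yHSCs. Of the 36 with a transcript in the annotation, 29 (80.6%) share at least 10% of their 50-base words with other genes, against 213 of 947 (22.5%) of the other genes (Fisher's exact test, two-sided, p = 8.9e-13), and 24 against 96 are pseudogenes. This is consistent with reads shared between paralogs or pseudogenes, which a table of values and a table of calls may have treated differently. The step at which the 2 tables part was not tested.

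Whether Clu KO lowers genes that rise with age more than other genes was tested among the listed genes. Of 53 genes listed for both comparisons, 41 (77.4%) were lower in sgClu, against 404 of 530 (76.2%) of the others, an odds ratio of 1.07 (Fisher's exact test, two-sided, p = 1). The 2 shares did not differ. In the paper's own tables, 70 of 105 shared genes (66.7%) are lower, against 60.2% of the others (p = 0.21). Past the limits, 26 genes were higher with age and lower in sgClu, and 6 were higher in both.

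Of the mitochondrially encoded list of 15 genes, mt-Co2 and mt-Co3 were among the age values and lower in oHSCs, with log2 fold changes of -0.69 (SE 0.24) and -0.44 (SE 0.21). The latter was past the limits after median-of-ratios scaling, at -1.26, and mt-Co2 was not past them without replicate 3 of the yHSCs (-0.53). For Clu KO, mt-Rnr1 and mt-Rnr2 were among the values, at -0.59 (SE 0.25) and -0.62 (SE 0.21), which turned slightly positive, to 0.031 and 0.0075, with median-of-ratios scaling. Without sgCtrl replicate 3 they were -0.38 and -0.46 and not past the limits, and mt-Rnr1 lost its call in 4 other fits without a single library. Nearly all 50-base words of mt-Co2 (100%) and mt-Co3 (99.9%) occur in other genes' transcripts, and exons of mt-Co3 overlap those of mt-Atp6. Of the sex-linked list of 6 genes, 0 were among the values of either comparison. The immediate early list held 5 genes for age, 4 of them higher and past the limits (1 without replicate 1 of the yHSCs), with Plk2 at a log2 fold change of 1.97 (SE 0.30). Of the 48 genes named in the paper, 14 were among the age values, 11 of them higher, and 3 (Cebpb, Gpr183 and Fos) among the Clu KO values, all lower. The OXPHOS gene Uqcrc1 (0.75) and the autophagy gene Map1lc3b (0.58) were not past the limits for age. With the replicate block they had 0.97 (SE 0.25, limma adjusted p = 0.0205) and 0.66 (SE 0.27, limma adjusted p = 0.0607) and were past them, and so they were without replicate 1 of the yHSCs (1.03 and 0.91), Uqcrc1 also without replicate 4 of the oHSCs, a library without a partner in the block. Without replicate 3 of the yHSCs they fell to 0.33 and 0.27. With median-of-ratios scaling both turned negative, to -0.066 and -0.24.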
